# Next-Generation Sequencing Reveals Increased Anti-oxidant Response and Ecdysone Signaling in STAT Supercompetitors in *Drosophila*

**DOI:** 10.1534/g3.119.400345

**Published:** 2019-06-21

**Authors:** Poojitha Sitaram, Sean Lu, Sneh Harsh, Salvador C. Herrera, Erika A. Bach

**Keywords:** JAK/STAT, cell competition, wing imaginal disc, RNA-seq, Myc

## Abstract

Cell competition is the elimination of one viable population of cells (the losers) by a neighboring fitter population (the winners) and was discovered by studies in the *Drosophila melanogaster* wing imaginal disc. Supercompetition is a process in which cells with elevated JAK/STAT signaling or increased Myc become winners and outcompete wild-type neighbors. To identify the genes that are differentially regulated in STAT supercompetitors, we purified these cells from *Drosophila* wing imaginal discs and performed next-generation sequencing. Their transcriptome was compared to those of control wing disc cells and Myc supercompetitors. Bioinformatics revealed that STAT and Myc supercompetitors have distinct transcriptomes with only 41 common differentially regulated genes. Furthermore, STAT supercompetitors have elevated reactive oxygen species, an anti-oxidant response and increased ecdysone signaling. Using a combination of methods, we validated 13 differentially expressed genes. These data sets will be useful resources to the community.

Competitive interactions between cells are ubiquitous, and the resolution of such interactions regulates a broad range of biological processes (Amoyel and Bach 2014; Johnston 2014; Clavería and Torres 2016; Baker 2017; Nagata and Igaki 2018). Cell competition was discovered by studies in developing epithelia of *Drosophila* (Morata and Ripoll 1975; Simpson 1979; Simpson and Morata 1981). Animals harboring mutations in ribosomal genes were viable in a homotypic environment but were eliminated when grown in a heterotypic environment with more robust wild-type cells. The eliminated cells were referred to as ‘losers’, and the cells that outcompete them were termed ‘winners’. This context-dependent elimination of a viable cell population was termed ‘cell competition’. Since these pioneering studies, additional types of competitive interactions have been reported. These include the context-dependent elimination of viable cells with decreased metabolism or signal transduction, or with aberrant polarity (Moreno *et al.* 2002; Brumby and Richardson 2003; Pagliarini and Xu 2003; De La Cova *et al.* 2004; Moreno and Basler 2004; Igaki *et al.* 2006; Tyler *et al.* 2007; Neto-Silva *et al.* 2010; Tamori *et al.* 2010; Ziosi *et al.* 2010; Ohsawa *et al.* 2011; Vincent *et al.* 2011; Rodrigues *et al.* 2012; Schroeder *et al.* 2013). Importantly, cell competition is conserved in mammals and is triggered by differences in common factors like Myc. In mammals, competitive interactions between cells occur during embryogenesis and in adulthood and are important in both regenerative and homeostatic processes (Oliver *et al.* 2004; Clavería *et al.* 2013; Sancho *et al.* 2013; Martins *et al.* 2014; Villa Del Campo *et al.* 2014; Villa Del Campo *et al.* 2016; Díaz-Díaz *et al.* 2017; Liu *et al.* 2019).

Wild-type cells can become losers and be eliminated when confronted by cells with elevated activity or levels of certain proto-oncogenic pathways, including JAK/STAT, Myc, Wingless (Wg)/Wnt or Yorkie (Yki)/YAP (De La Cova *et al.* 2004; Moreno and Basler 2004; Neto-Silva *et al.* 2010; Ziosi *et al.* 2010; Vincent *et al.* 2011; Rodrigues *et al.* 2012). The elimination of wild-type cells by cells with higher levels of proto-oncogenic factors has been termed “supercompetition”. Winners eliminate less fit cells through direct contact and by the production of short-range soluble factors that kill losers at a distance (De La Cova *et al.* 2004; Li and Baker 2007; Martin *et al.* 2009; Ohsawa *et al.* 2011; Rodrigues *et al.* 2012; Ballesteros-Arias *et al.* 2014; Meyer *et al.* 2014; Kucinski *et al.* 2017; Yamamoto *et al.* 2017; Alpar *et al.* 2018). While the identities of these latter soluble factors are largely unknown, recent work from the Johnston lab has shown that Myc supercompetitors secrete serine proteases to create a local burst of active Spätzle (Spz), triggering Toll signaling and consequently apoptosis in less fit neighbors (Alpar *et al.* 2018). However, it is not clear whether other kinds of supercompetitors eliminate wild-type cells through a similar mechanism.

We previously reported that clones with higher levels of JAK/STAT signaling (termed STAT supercompetitors) eliminated neighboring wild-type cells by non-autonomously inducing *hid*-dependent apoptosis (Rodrigues *et al.* 2012). To gain insights into how STAT supercompetitors acquire their competitive advantages, we performed next generation sequencing on FACS-purified STAT supercompetitors and compared their transcriptome to that of FACS-purified Myc supercompetitors and FACS-purified control cells from wing imaginal discs. Analysis of these data sets reveal 1004 genes (*P* < 0.05) that were differentially regulated in STAT supercompetitors, including known JAK/STAT target genes *Socs36E*, *chinmo* and *domeless* (*dome*) (Flaherty *et al.* 2009; Flaherty *et al.* 2010; Herrera and Bach 2019). Additionally, 328 genes (*P* < 0.05) were differentially regulated in Myc supercompetitors, including known Myc targets *Nop60B*, *nop5* and *Tif-1A* (Grewal *et al.* 2005). There was limited overlap between these data sets with only 41 genes differentially regulated in both STAT and Myc supercompetitors, 24 upregulated in both conditions and 17 downregulated in both conditions. Of the differentially regulated genes in STAT supercompetitors, 210 had STAT binding sites in regulatory regions, suggesting that they could be directly regulated by JAK/STAT signaling. These include known JAK/STAT target genes, *Socs36E*, *chinmo* and *dome*, as well as several in the ecdysone signaling pathway, including the *Ecdysone receptor* (*EcR*) and its targets *Ecdysone-induced protein 75B (Eip75B)*, *ftz-f1*, and *Ecdysone-inducible gene E1 (ImpE1)*. We validated 13 upregulated genes, 10 of which were increased only in STAT supercompetitors and 3 of which were upregulated in both STAT and Myc supercompetitors. Finally, we established a quantitative assay for supercompetition that can be used in future studies to test the functional significance of differentially regulated genes.

## Materials And Methods

### Fly Stocks

We used *dpp-gal4*, *UAS-gfp/TM6B*, *Tb* (a gift of Laura Johnston, Columbia University Medical Center, NY, USA), *UAS-hop* and *UAS-Myc* for FACS. We crossed *y*, *w*; *act > y+>gal4*, *UAS-gfp* to *y*, *w*, *hs-flp^122^*; *UAS-Dcr-2*; *+/+* to make GFP flip-out (GFP FO) clones or to *y*, *w*, *hs-flp^122^*; *UAS-Dcr-2*; *UAS-hop/TM6B* to make Hop flip-out (Hop FO) clones. We used *PBac[cnc-EGFP.S]VK00037* (Bloomington *Drosophila* Stock Center (BDSC), BL-38631) to monitor endogenous expression of Nrf2 (*Drosophila* Cap-n-collar (Cnc)). We used *UAS-Stat92E^HMS00035^* RNAi (BDSC, BL-33637) (termed *STAT-i*) to deplete *Stat92E* from GFP FO or Hop FO clones in the cell competition assay (see below). We maintained crosses at 25° on standard food and in a 12-hour light/dark incubator.

### Time to pupariation

To determine the time to pupariation, we used a protocol published by the Léopold lab (Colombani *et al.* 2015). We made 4-hour embryo collections from the cross *dpp-gal4*, *UAS-gfp/TM6B*, *Tb* x *Ore^R^* and the cross *dpp-gal4*, *UAS-gfp/TM6B*, *Tb* x *UAS-hop*/*TM6B*, *Tb*. We collected first instar larvae at 24 hr after egg deposition (AED) and reared 30 larvae per vial on standard food at 25°. At 90 hr AED, we monitored the time to pupariation every 6 hr. We calculated the average time to pupariation and the standard error of the mean for 30 *dpp-gal4*, *UAS-gfp/+* and 30 *dpp-gal4*, *UAS-gfp/UAS-hop* larvae using Excel.

### Flow cytometry and RNA isolation

We crossed *dpp-gal4*, *UAS-gfp/TM6B*, *Tb* to *UAS-hop* or to *UAS-Myc*. From non-*Tb* larvae, we dissect at least 60 third instar wing discs per genotype in triplicate at approximately 110-115 hr AED. The cells were dissociated and the GFP-positive cells were sorted by the Cytometry and Cell Sorting Core at NYU Langone Medical Center using a Sony SY3200 cell sorter per the protocol described in (De La Cruz and Edgar 2008). The sorted cells represent GFP-positive control cells from the *dpp* domain (referred to as “GFP” samples), GFP-positive cells from the *dpp* domain that had ectopic JAK/STAT signaling as a result of mis-expressing Hop (referred to as “Hop” samples) or GFP-positive cells from the *dpp* domain that had elevated Myc levels as a result of mis-expressing Myc (referred to as “Myc” samples). We isolated RNA from the sorted cells using TRIzol reagent (Ambion) and then purified the RNA using RNeasy Mini Kit (Qiagen) per the manufacturer’s instructions.

### Quantitative PCR (qPCR)

We performed qPCR using the SYBR Green PCR Mix (Applied Biosystems) protocol and a real-time PCR machine (ABI 7900HT) from Applied Biosystems. We isolated RNA as described above and synthesized cDNA using the SuperScript Reverse Transcriptase II kit (Invitrogen) per the manufacturer’s instructions. We measured the cDNA concentration using a Nanodrop ND-1000. We used 3 ng of cDNA per sample per reaction, 5 µM of each primer, and 1x SYBR. We performed the qPCR in triplicates per primer per sample. We normalized to *tubulin* (*β-tub56d*). The data were graphed using Excel, and statistical significance was determined using Student’s *t*-test in Excel. We used the following primers:

*Socs36E* F: GCTGCCAGTCAGCAATATGT and R: GACTGCGG-CAGCAACTGT

*dome* F: CGGACTTTCGGTACTCCATC and R: GATCGATCAT-CGCCGAGTT

*Tif-1A* F: GTAGCGAAGAACAGCGAAGG and R: AATTGCAC-ATGATGCGTGTT

*β-tub56d*: F: CTCAGTGCTCGATGTTGTCC and R: GCCAAGG-GAGTGTGTGAGTT

### RNA-seq

The RNA sequencing was performed by the Genome Technology Center at the NYU Langone Medical Center. 10 ng of total RNA was used for library prep, and cDNA was amplified by using Nugen Ovation RNA-Seq System V2 kit (Part No. 7102-32), 100 ng of Covaris-fragmented cDNA were used as input to prepare the libraries, using the Ovation Ultralow Library system (Nugen, Part 0330-32), and amplified by 10 cycles of PCR. The samples were mixed into two pools and run in two 50-nucleotide paired-end read rapid run flow cell lanes on the Illumina HiSeq 2500 sequencer.

### Bioinformatics

Bioinformatic analysis was performed by the Applied Bioinformatics Laboratories at NYU Langone Medical Center. Sequencing results were demultiplexed and converted to FASTQ format using Illumina Bcl2FastQ software. Reads were aligned to the dm6 release of the *Drosophila melanogaster* genome using the splice-aware STAR aligner. PCR duplicates were removed using the Picard toolkit (http://broadinstitute.github.io/picard). The HTSeq package (Love *et al.* 2014) was utilized to generate counts for each gene based on how many aligned reads overlap its exons. These counts were then used to test for differential expression using negative binomial generalized linear models implemented by the DESeq2 R package (Anders *et al.* 2015). The adjusted p-value (p^adj^) was generated by using the False Discovery Rate with the Benjamini-Hochberg method. Scatter (Volcano) plots were generated using Stata 15.1 (StataCorp LLC, College Station TX). For Table S1, we chose a cut-off at fold change ≥ 1.5 (corresponding to log_2_(fold change) 0.58) and an adjusted p-value < 0.05 because this data set would include known JAK/STAT target genes *dome*, *Socs36E* and *zfh2* (Flaherty *et al.* 2009; Ayala-Camargo *et al.* 2013). We then decided to reciprocally apply this cut-off (fold change ≤0.667 corresponding to log_2_(fold change) -0.58) and an adjusted p-value < 0.05 to the downregulated genes. We then applied these cut-offs for differentially-regulated genes in the Myc supercompetitor RNA-seq in Table S2.

### Genome-wide analysis of Stat92E binding sites

We obtained a positional weight matrix (PWM) for Stat92E from Jaspar (http://jaspar.genereg.net/matrix/MA0532.1/) (Khan *et al.* 2018). We used a web-based program PWMScan (https://ccg.epfl.ch//pwmtools/pwmscan.php (Ambrosini *et al.* 2018)) to search the *Drosophila* genome for Stat92E binding sites that matched that PWM with a stringent p value less than 1x10^−5^ (recommended by developers of the PWMScan website (Ambrosini *et al.* 2018)). We then compared the list of locations of Stat92E binding sites with the list of genes and their locations (https://genome.ucsc.edu/cgi-bin/hgTables?command=start). We report in Tables S5 and S6 differentially regulated genes in STAT supercompetitors with at least one Stat92E binding site in non-coding regions, defined as 1,500 bps upstream of the transcription start site, introns, and 1,500 bps downstream of the termination sequence.

### Riboprobe synthesis

We used these EST clones from the *Drosophila* Genomics Resource Center (DGRC) for riboprobe synthesis: *hop* (*RH47993*); *Socs36E* (*SD04308*); *Ama* (*LD39923*); *dilp8* (*IP06570*); *Mmp1* (*RE62222*); *sas* (*LD44801*); *edl* (*LD15796*); *ftz-f1* (*LD15303*); *ImpE1* (*IP15635*); *mld* (*SD03914*); *Mpcp2* (*RE67391*); *mnd* (*LD25378*). RNA probes were designed against the contiguous cDNA sequence of differentially expressed genes. The DGRC probes were synthesized using 1-5 µg of linearized plasmid in a 20 µl transcription reaction mix. We used a digoxigenin (DIG)-labeling kit (Roche) per the manufacturer’s instructions. The resulting labeled riboprobes were ethanol precipitated and re-suspended in 100 µl of hybridization buffer (HB4) containing 50% formamide, 5x saline sodium citrate (SSC), 50 µg/ml heparin, 0.1% Tween-20 and 5 mg/ml of Tortula Yeast RNA extract.

### in situ hybridization

Wandering, mid-third instar wing discs were dissected in cold 1x phosphate buffered saline (PBS) and fixed in 4% paraformaldehyde for 20 min. They were subsequently washed three times in 1x PBS 0.1% Tween 20 (1xPBS-T) for 10 min, rehydrated in decreasing concentrations of methanol and treated with 10 µg/ml proteinase K for 5 min. They were then fixed in 4% paraformaldehyde for 20 min, washed in 1xPBS-T, treated with acetylation solution (9.25 g triethanolamine HCL +1.12 ml 10N NaOH in 500 ml H_2_O +12.5 µl acetic anhydride) for 10 min and prehybridized for 1 hr at 65° in HB4. The discs were hybridized overnight in 100 µl of HB4 and 1 µl of the riboprobe that had already been denatured at 80° for 10 min in HB4 and then put on ice. After hybridization, the discs were washed two times for 25 min in a buffer containing 50% formamide, 50% 2x SSC with 0.1% Tween-20. They were rinsed in 1x PBS-T at room temperature three times for 10 min. Subsequently, they were incubated for 2 hr with anti-DIG (Roche; diluted 1:2000) and then washed three times for 10 min in 1x PBS-T. After this, they were rinsed once and washed for 5 min in alkaline phosphate buffer pH 9.5 containing 0.1 M NaCl, 0.05 M MgCl_2_, 0.1 M Tris (pH 9.5) and 0.1% Tween-20. The reaction was developed by adding 40 µl of NBT/BCIP stock solution to 2 ml of 1x PBS.

### Antibody staining, ROS detection and TUNEL

Immunofluorescence was performed as described in (Ekas *et al.* 2006). We used rabbit anti-Stat92E (1:500, (Flaherty *et al.* 2010)), rabbit anti-Dcp-1 (1:100) (Cell Signaling), rabbit anti-GFP (1:500) (Invitrogen), mouse anti-Patched Apa1 (1:10) (Development Studies Hybridoma Bank (DSHB)), mouse anti-Ptp10D 8B22F5 (1:5) (DSHB), Alexa647 Phalloidin (Invitrogen), fluorescent secondary antibodies at 1:250 (Jackson Laboratories), and Vectashield (Vector labs). We monitored ROS using CellROX Deep Red Reagent (Invitrogen) and followed the protocol in (Santabárbara-Ruiz *et al.* 2015). Briefly, we dissected third instar wing discs in Schneider’s medium containing 5 μM CellROX Deep Red Reagent and incubated the discs for 15 min, followed by three washes in Schneider's medium. We then immediately analyzed the samples on a Zeiss LSM 510 confocal microscope at 25x. The samples were protected from light throughout the experiment. For terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL), we first stained with the pSTAT primary antibody and then with Cy5 Donkey anti-Rabbit secondary (1:250, Jackson Immunochemicals). After washing the fluorescent secondary antibody in 1x PBS, we prepared the TUNEL reaction (Roche # 12156792910) by adding the enzyme solution to label solution in a 1:10 dilution, with enough volume prepared to load 50 µl per sample. The solution was mixed well and kept on ice. We added 50 μL of label solution alone to the negative control. We added 50 μL of TUNEL reaction mixture to each sample tube. We incubated the negative control and the experimental samples at 37° for 1 hr. We then rinsed all samples twice with 1x PBS for 1 min. The samples were then mounted in Vectashield. We collected fluorescent images at 25x magnification using a Zeiss LSM 510 confocal microscope.

### Quantitative assay for supercompetition

We made 4-hour timed embryo collections. Clones expressing GFP alone (labeled GFP flip-out (FO)) or GFP and Hop (labeled Hop FO) were randomly induced by *hs-flp* for 10 min at 48 hr AED. Wing imaginal discs were dissected at 72 hr after clone induction, and they were fixed, stained and imaged as described above. We used Image J to outline the flip-out clones and then to draw a second line at a distance of 10-cell diameters from the clone boundary using these values: 512 pixels = 509.12µm; 1 cell = 5µm; 1cell = 5pixels. We then counted the number of apoptotic (Dcp-1-positive) cells within the area delimited by the two lines. At least 15 clones per genotype were analyzed. The data were graphed using Excel, and statistical significance was determined using Student’s *t*-test in Excel.

### Data availability statement

Strains and plasmids are available upon request. We obtained a PWM for Stat92E from Jaspar (http://jaspar.genereg.net/matrix/MA0532.1/) (Khan *et al.* 2018). We used a web-based program PWMScan (https://ccg.epfl.ch//pwmtools/pwmscan.php (Ambrosini *et al.* 2018)) to search the *Drosophila* genome for Stat92E binding sites. Table S1 contains the list of genes that are differentially up- or downregulated (fold change 1.5 for upregulated genes, p-value < 0.05 and 0.667 for downregulated genes, p-value < 0.05) in STAT supercompetitors. Table S2 contains the list of genes that are differentially up- or downregulated (fold change 1.5, p-value < 0.05 for upregulated genes and 0.667 for downregulated genes, p-value < 0.05) in Myc supercompetitors. Table S3 contains the list of genes that are differentially upregulated (fold change 1.5, p-value < 0.05) in both STAT and Myc supercompetitors. Table S4 contains the list of genes that are differentially-downregulated (fold change 0.667, p-value < 0.05) in both STAT and Myc supercompetitors. Table S5 contains the list of genes that are differentially-upregulated in STAT supercompetitors that contain at least one STAT binding site. Table S6 contains the list of genes that are differentially-downregulated in STAT supercompetitors that contain at least one STAT binding site. The RNA-seq data in this study have been deposited at NCBI’s Gene Expression Omnibus (Edgar *et al.* 2002) and are accessible through GEO Series accession number (GSE130993) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130993). Supplemental material available at FigShare: https://doi.org/10.25387/g3.8242655.

## Results

### Ectopic activation of the JAK/STAT pathway induces cell competition

Cell competition is induced in the *Drosophila* wing disc when neighboring populations differ in levels of JAK/STAT activity (Rodrigues *et al.* 2012). To identify JAK/STAT pathway targets that may regulate cell competition, we carried out RNA-seq analysis of winners with elevated Stat92E activity, with elevated Myc, or GFP control cells (Figure 1A). We induced cell competition in the anterior compartment of the wing disc by mis-expressing the *Drosophila* Janus Kinase, Hopscotch (Hop), using *UAS-hop* and *dpp-gal4*, *UAS-gfp* transgenes in the anterior midline of the disc (Figure 1B,D). Ectopic mis-expression of Hop autonomously activates STAT, as evidenced by stabilized Stat92E protein within cells in the *dpp* domain in *dpp > gfp+hop* discs (hereafter referred to as *dpp > hop*). These cells, termed STAT supercompetitors or STAT winners, induce the apoptotic death of wild-type neighboring cells as evidenced by increased TUNEL staining in anterior cells outside of the *dpp* domain in *dpp > hop* discs (Figure 1D), consistent with our prior work (Rodrigues *et al.* 2012). As cell competition does not cross compartment boundaries (Morata and Ripoll 1975; De La Cova *et al.* 2004), ectopic activation of JAK/STAT signaling in the anterior midline does not induce cell death of wild-type cells located in the posterior compartment (Figure 1D). GFP-positive cells from *dpp > gfp* wing discs served as the control. Mis-expression of *gfp* in the *dpp* domain does not activate STAT (Figure 1C), nor does it induce competitive death of wild-type neighbors in the anterior domain (Figure 1C). Mild ectopic activation of the JAK/STAT pathway in the *dpp* domain does not perturb developmental timing. The time of pupariation of *dpp*>*hop* larvae is 120 ± 0.7 hr (n = 30) at 25° compared to 124 ± 0.5 hr for *dpp*>*gfp* controls (n = 30) under the same conditions.

**Figure 1:**
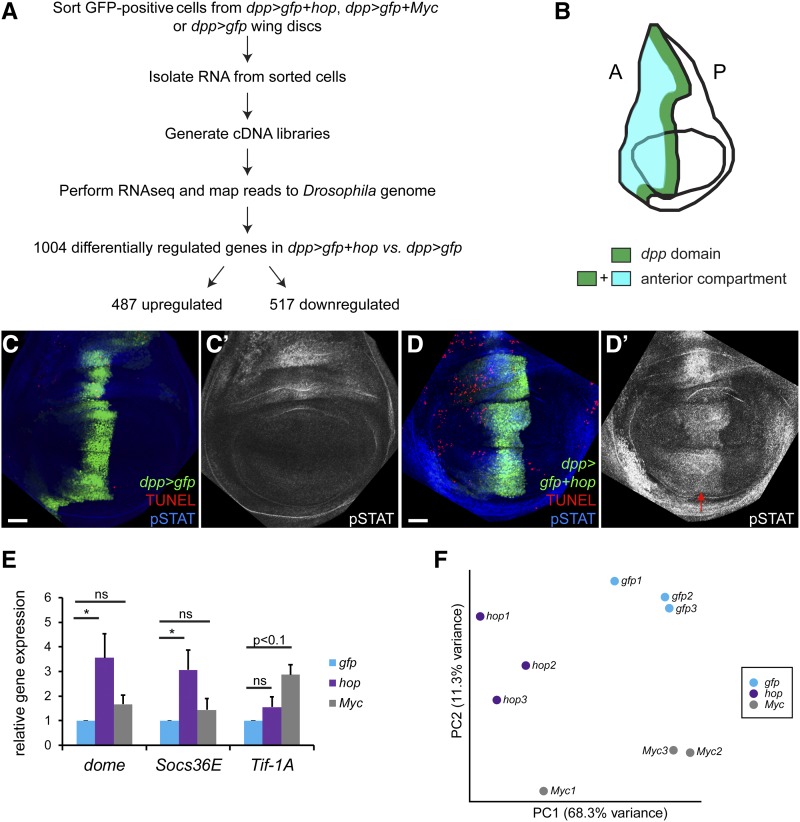
STAT supercompetitors outcompete wild-type neighbors. (A) Work-flow of the RNA-seq. Briefly, we purified GFP-positive cells from *dpp > gfp* (control), *dpp > gfp+hop* (STAT supercompetitiors) or *dpp > gfp+Myc* (Myc supercompetitors) wing discs. We isolated total RNA from these cells and generated cDNA libraries, which were used for the RNA-seq. The reads were mapped to the *Drosophila* genome (dm6). 1004 genes were differentially expressed in *dpp > gfp+hop* cells compared to *dpp > gfp* cells, with 487 upregulated and 517 downregulated. (B) Cartoon of a third instar wing imaginal disc. The *dpp* expression domain (green stripe) resides within the anterior compartment (blue area). (C-D) In control *dpp > gfp* discs, few cells were undergoing programmed cell death (C, red cells) in either the anterior or posterior compartment, and Stat92E is not ectopically upregulated in the *dpp* domain (C’, white). By contrast, in *dpp > gfp+hop* discs, there were substantially more apoptotic cells in the anterior compartment (D, red cells), due to the competitive stress inflicted by STAT winners residing in the *dpp* stripe. The ectopic expression of Hop in the *dpp* domain ectopically activates Stat92E (D’, white). GFP is in green, TUNEL marking apoptotic cells is in red; activated Stat92E (labeled “pSTAT”) is in blue. Scale bar indicates 50 µM. (E) Quantitative PCR analysis of RNA isolated from FACS-purified, *dpp*-domain wing cells reveals that JAK/STAT targets *dome* (*P* < 0.05) and *Socs36E* (*P* < 0.05) are significantly increased in *dpp > hop* samples (purple) but not *dpp > Myc* samples (gray) compared to control *dpp > gfp* (blue) and that the Myc target *Tif-1A* (*P* < 0.1) is significantly increased in *dpp > Myc* samples (gray) but not in *dpp > hop* samples (purple) compared to controls (blue). The results were averages of 4 independent biological replicates. * *P* < 0.05; “ns” means not significant. (F) Principal component analysis for *gfp* (blue), *hop* (purple) and *Myc* (gray) triplicate samples. Genotypes (C) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/+* (D) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-hop* (E,F) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/+* (gfp), *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-hop *(hop), *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-Myc* (Myc).

The Johnston lab has previously reported that expression of Myc in the *dpp* domain induces competitive interactions between the cells with elevated Myc, termed Myc supercompetitors, and neighboring wild-type cells in the anterior compartment. These interactions result in *hid*-dependent death of the wild-type neighbors located within an ∼8 cell diameter distance of the Myc supercompetitors (De La Cova *et al.* 2004).

### Next-generation sequencing of FACS-purified STAT or Myc supercompetitors

We isolated viable STAT supercompetitors (*dpp > hop*), Myc supercompetitors (*dpp > gfp+Myc*, referred *to as dpp > Myc*) and control *dpp > gfp* cells by flow cytometry based on their lack of propidium iodide uptake and their expression of GFP in the *dpp* domain. To confirm that the isolated cells had the correct genotype, we performed quantitative PCR analysis of RNA extracted from sorted cells. This revealed significantly increased expression of known JAK/STAT targets *dome* and *Socs36E* in STAT supercompetitors (*P* < 0.05) over control cells and significantly increased expression of the Myc target *Tif-1A* in Myc supercompetitors (*P* < 0.1) over control cells (Figure 1E and (Grewal *et al.* 2005; Flaherty *et al.* 2009). The isolated RNA was processed for expression profiling, and the sequencing was performed using Illumina HiSeq2500 Paired-End 50 Cycle Flow Cell. 

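Cells marked with GFP in the *dpp* domain were sorted from wing discs of 3 genotypes, and their RNA was sequenced. The control expressed GFP alone, STAT supercompetitors expressed GFP and *hop*, which encodes the JAK kinase of the pathway, and Myc supercompetitors expressed GFP and *Myc*. Each genotype has 3 libraries, 9 in all, named here gfp 1 to gfp 3, hop 1 to hop 3 and Myc 1 to Myc 3, and each library came from at least 60 discs at about 110 to 115 hr AED. The authors' table of raw counts per gene holds 5265349, 5485258 and 5835854 counts in gfp 1, gfp 2 and gfp 3. It holds 5510922, 5823689 and 6104490 counts in the hop libraries and 5928360, 5110634 and 5949072 in the Myc libraries, in the same order. As the Materials and Methods describe, the authors aligned the reads to dm6, removed duplicates and counted the reads on exons of each gene. A further deposited table holds normalized values, from which the reads of *CR46123* and *Hr3* were taken because the raw table does not list these symbols. Genes of ribosomal RNA took 20.8 to 27.2% of the raw counts of a library, and genes of the mitochondrial genome took 3.09 to 5.19%. From the raw counts, 12741 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood test, fitted on all 9 libraries after TMM normalization. Counts of changed genes use the thresholds of the paper, an adjusted p under 0.05 and a fold change of at least 1.5, while single genes and the members of gene lists are called at an adjusted p under 0.05 alone. Levels are counts scaled to library size after TMM (CPM), as mean ± SD of 3 libraries. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1, so none is given for single genes. Gene lists were tested with camera of limma. The paper's text does not give the strand setting of the counting, so the counts of a gene whose exons share bases with another gene are uncertain, and the genes concerned are named with each value. The sample labels describe polyadenylated RNA, while the paper describes total RNA, and this was not resolved. Coordinates are those of the BDGP6 annotation.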

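The first principal component of the 500 most variable genes held 60.5% of the variance and set the 3 hop libraries, with scores of 21.2 to 26.1, apart from gfp 2, gfp 3, Myc 2 and Myc 3, with scores of -24.5 to -17.5. Myc 1 lay at 14.8 and gfp 1 at -6.45. The second component held 10.9% of the variance and set the Myc libraries, at -13.2 to -8.41, apart from the gfp libraries, at 6.71 to 10.3. On a scale from 0 at the gfp mean to 1 at the hop mean, the position of Myc 1 on the first component was 0.759 and that of gfp 1 was 0.222. Genes that separate hop from gfp moved with this position. Of the genes called higher in hop than in gfp, 226 of 315 were also higher in Myc 1 than in both Myc 2 and Myc 3, and of those called lower, 331 of 415 were lower in Myc 1. Among all tested genes, 36.1% were higher and 39.3% lower in Myc 1 than in both others. Spearman correlations across genes, which are not independent replicates, were 0.931 and 0.940 between Myc 1 and the other Myc libraries and 0.957 to 0.972 between the other pairs of libraries of a genotype.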

Principal Component Analysis revealed that control (labeled *gfp*), *hop* and *Myc* samples were distinct clusters (Figure 1F).

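In STAT supercompetitors, 315 genes were higher than in the control at both thresholds, and in each of them all 3 hop libraries lay above all 3 gfp libraries. Among them, the 10 with the largest fold changes were *mthl8*, *CG30428*, *CG6220*, *dpr13*, *CG18368*, *CG3397*, *CG13337*, *CG31664*, *hop* and *NAAT1*. *NAAT1*, which encodes a nutrient amino acid transporter, was at 8.75 ± 2.22 CPM against 0.559 ± 0.0507 (mean ± SD, n = 3, adjusted p = 0.00154, edgeR). *dpr13*, a member of a family of immunoglobulin-domain cell surface proteins, was at 6.15 ± 3.98 CPM against 0.122 ± 0.211 (adjusted p = 0.00981). The uncharacterized *CG3397* was at 4.06 ± 1.45 CPM against 0.179 ± 0.183 (adjusted p = 0.00395). *CG6220*, with no count in a gfp library, was at least 16.7-fold higher in hop, taking 3 counts over the gfp group as the floor (adjusted p = 0.0413), and DESeq2 did not call it. *CG18368* and *CG13337*, whose exons share bases with each other, and *CG31664* had adjusted p values of 0.0169, 0.0143 and 0.0238. Among *dpr13*, *CG6220*, *CG18368*, *CG13337* and *CG31664*, calls ended without gfp 1, gfp 2, gfp 3, hop 1, hop 2 or hop 3, where the adjusted p of those lost lay between 0.0552 and 0.137. The 315 genes became 73 without gfp 2, 91 without gfp 3, 117 without hop 3 and 779 without Myc 1, and 536 by DESeq2.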

For the bioinformatic analyses, we chose an arbitrary cut-off of fold change ≥ 1.5 (corresponding to log_2_(fold change) 0.58) and an adjusted p-value < 0.05 for upregulated genes because this set of 487 genes includes known JAK/STAT target genes (see below and Materials and Methods). 

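The *hop* transcript, from chromosome X from 11360930 to 11368098, stood at 1312 ± 149 CPM in STAT supercompetitors (mean ± SD, n = 3), at 71.6 ± 8.73 CPM in the control and at 65.6 ± 7.55 CPM in Myc supercompetitors. This is a log2 fold change of 4.19 (standard error 0.141, adjusted p = 2.06e-11, edgeR) in STAT supercompetitors, the smallest adjusted p of the comparison. In Myc supercompetitors the log2 fold change of *hop* was -0.13 (adjusted p = 0.749). The counts do not separate transcripts of the transgene from those of the endogenous gene.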

As expected, *hop* was the transcript with the highest fold change (16.6 fold, *P* < 4.73 × 10^−180^) in the STAT supercompetitors (Table 1, Figure 2A) and served as the internal control for this study. 

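Among the JAK/STAT targets, *chinmo*, which encodes a BTB zinc-finger protein, rose from 110 ± 9.55 to 615 ± 126 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 2.48 (standard error 0.212, adjusted p = 9e-05, edgeR). *Socs36E*, a feedback inhibitor of the pathway, rose from 46.5 ± 3.38 to 89 ± 3.19 CPM (log2 fold change 0.94, adjusted p = 0.0018), and *dome*, the receptor, from 115 ± 9.95 to 200 ± 19.4 CPM (0.80, adjusted p = 0.00175). The homeobox gene *zfh2*, whose exons share bases with *Tdg*, had a log2 fold change of 0.89 (adjusted p = 0.000228). Of 12 known JAK/STAT targets fixed as a list before the data were examined, 6 were higher (*Socs36E*, *chinmo*, *crb*, *dome*, *wg* and *zfh2*). In this list 1 gene was lower (*pnr*) and 5 did not pass the test, and 6 and 2 did when adjusted over the list alone. The paper reports *Socs36E*, *chinmo*, *dome*, *zfh2* and *pnr* as changed in these libraries, so their calls are not independent evidence. *wg*, the Wnt ligand of the wing margin, had a log2 fold change of 0.83 (adjusted p = 0.00424). Of 11 pathway components, 4 were higher (*Socs36E*, *dome*, *hop* and *ken*) and none was lower, with 4 higher and 1 lower adjusted over the list alone. *ken*, which encodes a transcriptional repressor, had a log2 fold change of 1.04 (adjusted p = 0.00393). As sets, the targets (camera adjusted p = 0.0223) and the components (adjusted p = 0.0222) were shifted upward, each with adjusted p = 0.321 with an estimated correlation. Without the genes that the paper names the values were 0.498 and 0.835, and that of the targets was 0.0554 without hop 1 and 0.0525 with the replicate number as a block.

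**Figure D1:**
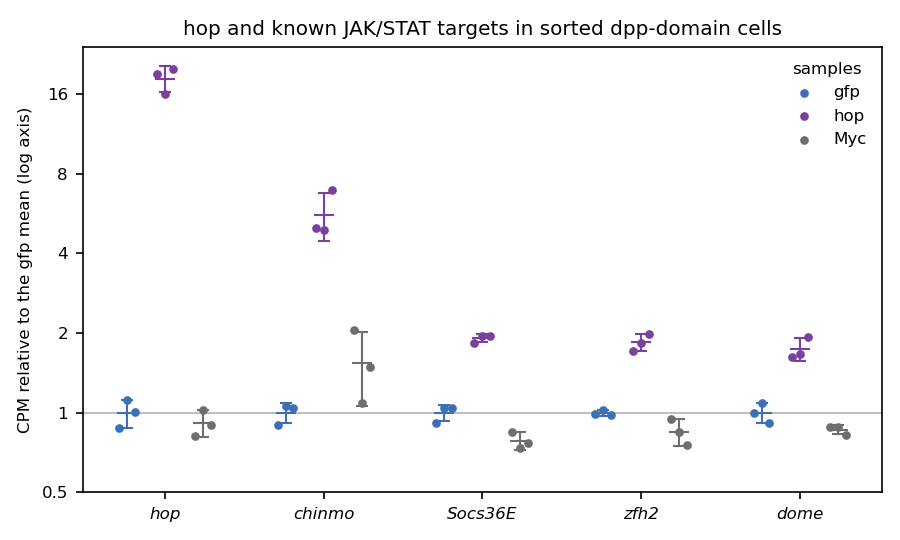
CPM of *hop* and of 4 known JAK/STAT targets in each library, relative to the gfp mean, on a log axis. Points are libraries, and bars are the mean ± SD of the 3 libraries of a genotype. All 3 hop libraries lie above all gfp libraries for each gene.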

Differentially expressed genes include known JAK/STAT targets *chinmo*, *Socs36E*, *dome*, and *zfh2*, which were upregulated 4.73 fold (*P* < 5.44 × 10^−23^), 1.88 fold (*P* < 4.59 × 10^−6^), 1.74 (*P* < 1.77 × 10^−6^), 1.86 fold (*P* < 2.13 × 10^−10^), respectively (Figure 2A, Table 1 and (Flaherty *et al.* 2009; Ayala-Camargo *et al.* 2013)). 

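*SK*, which encodes a calcium-activated potassium channel, rose from 37.8 ± 6.93 to 276 ± 74 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 2.86 (standard error 0.249, adjusted p = 0.000108, edgeR). *mthl8*, a gene of the Methuselah family of G protein-coupled receptors, had 84 to 89 counts in each hop library and none in the gfp and Myc libraries. It was at least 91.8-fold higher in hop than in gfp, taking 3 counts over the group as the floor (adjusted p = 6.52e-05). By the same floor, *CG30428* was at least 63.1-fold higher in hop (adjusted p = 2.86e-05), with 47 to 76 counts per hop library, none in gfp and 37 to 50 per Myc library. The exons of this gene share bases with an annotated INE-1 transposon. *CR46123*, a long non-coding RNA on chromosome 3R from 1366234 to 1366601, is listed only in the normalized table. Multiplied by the size factor of each library, its values gave 76, 45 and 74 reads in hop 1, hop 2 and hop 3 and none in any gfp or Myc library. It was at least 70.5-fold higher in hop (adjusted p = 0.000215, edgeR on the recovered reads). *SK* lies on chromosome X from 5340236 to 5405138, *mthl8* on chromosome 3L from 22428 to 26308 and *CG30428* on chromosome 2R from 25251927 to 25254535.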

Other significantly upregulated genes in STAT supercompetitors were *small conductance calcium-activated potassium channel* (*SK)*, *methuselah-like 8* (*mthl8)*, long non-coding RNA *CR46123*, and the uncharacterized gene *CG30428* (Figure 2A and Table S1). 

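At both thresholds, 415 genes were lower in STAT supercompetitors than in the control, and in each of them all 3 hop libraries lay below all 3 gfp libraries. The 10 with the largest decreases were *CG16826*, *Ser8*, *CG42655*, *Osi4*, *CG34181*, *CR43622*, *CR45706*, *CG15887*, *CR44278* and *CG15909*. *Osi4*, a gene of the Osiris family, was at 0.235 ± 0.203 CPM against 6.2 ± 1.76 (mean ± SD, n = 3, adjusted p = 0.00533, edgeR), and the non-coding *CR43622* at 0.361 ± 0.313 CPM against 6.36 ± 1.91 (adjusted p = 0.00287). *Ser8*, which encodes a serine protease, was at 0.0589 ± 0.102 CPM against 2.67 ± 1.84 (adjusted p = 0.0209). *CG16826* had 10 to 14 counts in each gfp library and none in a hop library (adjusted p = 0.0207). These 10 genes stood at 1.51 to 6.36 CPM in the control. All but *Osi4* and *CR43622* lost their call without gfp 2, gfp 3, hop 1, hop 2 or hop 3, where the adjusted p of those lost lay between 0.0546 and 0.147. *Ser8*, *CG15887* and *CR44278* were not called by limma-voom, and the exons of *CG15909* share bases with the antisense RNA *CR44165*. The 415 genes became 272 without gfp 1, 66 without gfp 2, 72 without gfp 3, 225 without hop 2, 73 without hop 3 and 820 without Myc 1.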

We chose to impose the same cut-off and adjusted p-value in a symmetric manner to the downregulated genes (fold change ≤ 0.667 corresponding to log_2_(fold change) -0.58 and p-value < 0.05), resulting in a list of 517 downregulated genes (Figure 2A and Table S1). The most significantly downregulated gene was *pannier* (*pan*) (Figure 2A and Table S1), which we previously demonstrated was negatively regulated by JAK/STAT signaling in imaginal discs (Ekas *et al.* 2006). 

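*pannier* (*pnr*), a GATA factor that patterns the notum, fell from 48 ± 12.9 to 7.12 ± 2.33 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of -2.75 (standard error 0.303, adjusted p = 0.000171, edgeR). The gene lies on chromosome 3R from 16026079 to 16041796, and its exons share bases with an annotated BS transposon. In Myc supercompetitors *pnr* was at 41.3 ± 13.7 CPM (log2 fold change -0.22, adjusted p = 0.8). Of 13 notum genes fixed as a list, 6 were lower (*ara*, *caup*, *eyg*, *pnr*, *toe* and *tup*), 1 was higher (*ush*) and 6 did not pass the test, with 6 lower and 3 higher adjusted over the list alone. *caup*, a homeobox gene of the Iroquois complex, had a log2 fold change of -0.98 (adjusted p = 0.00176), and the LIM-homeobox gene *tup* had -1.27 (adjusted p = 0.00624). *toe*, a Pax gene, had -1.31 (adjusted p = 0.0122), and *ush*, a cofactor of Pannier whose exons share bases with the non-coding *CR46258*, had 0.55 (adjusted p = 0.0229). As a set the notum genes gave a camera adjusted p of 0.0655, 0.534 with an estimated correlation, 0.0104 without hop 3, 0.045 with limma-voom and 0.0427 with at least 10 counts in every library. The 6 lower genes became 3 without gfp 2 and 3 without gfp 3, and calls of *toe* and *ush* ended without gfp 1, gfp 2, gfp 3 or hop 3, where the adjusted p of those lost lay between 0.064 and 0.114.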

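*Myc*, listed as *dm*, was at 322 ± 37.4 CPM in STAT supercompetitors and 243 ± 13.7 CPM in the control (mean ± SD, n = 3), a log2 fold change of 0.41 (standard error 0.134, adjusted p = 0.0762, edgeR). The exons of this gene share bases with *CG12535* and the non-coding *CR44999*. *nop5*, which encodes a nucleolar protein of ribosome biogenesis, had a log2 fold change of 0.25 (adjusted p = 0.191), and *Tif-IA*, a factor of RNA polymerase I transcription, had 0.11 (adjusted p = 0.658). Of 27 Myc targets and genes of ribosome biogenesis fixed as a list, 1 was higher in STAT supercompetitors (*CG8801*, log2 fold change 0.43, adjusted p = 0.0327) and none was lower, with 3 higher and 1 lower adjusted over the list alone. By unadjusted p under 0.05 in edgeR, 4 were higher and 1 lower, and DESeq2 called 3 higher and 1 lower. Without hop 1 the list had 3 higher genes, without Myc 1 it had 3 higher and 1 lower, and without Myc 2 it had 2 higher. As a set the list gave a camera adjusted p of 0.136, 0.742 with an estimated correlation and 0.00597 without hop 1, where it was shifted upward. Of 85 cytosolic ribosomal protein genes, 11 were higher and none was lower in edgeR, 0 were lower at an unadjusted p under 0.05 and 0 by DESeq2. *RpL3*, whose exons share bases with non-coding RNA genes, had a log2 fold change of 0.50 (adjusted p = 0.0178) and *RpS3* had 0.42 (adjusted p = 0.0227). The median log2 fold change of the ribosomal protein genes was 0.32, and 47 were higher adjusted over the list alone (camera adjusted p = 4.13e-12, adjusted p = 0.498 with an estimated correlation). *Myc* passed the threshold without hop 2 (adjusted p = 0.0454), Myc 1 (0.0131) and Myc 2 (0.0479). The 11 ribosomal protein genes became 5 without gfp 1, 0 without gfp 2, 1 without gfp 3, 48 without hop 1, 0 without hop 3, 39 without Myc 1 and 18 without Myc 2, and the call of *CG8801* ended without gfp 1 (adjusted p = 0.0899), gfp 2 (0.138), gfp 3 (0.0982), hop 2 (0.0677) and hop 3 (0.0961).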

Importantly, neither *Myc* nor established Myc targets *nop5* and *Tif-1A* (Grewal *et al.* 2005) were upregulated in STAT supercompetitors (Table 1). However, the Myc-regulated gene *Nop60B* was upregulated 1.35 fold (*P* < 0.031) in STAT supercompetitors compared to controls (Table 1). 

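*Nop60B*, which encodes a pseudouridine synthase of the nucleolus and lies on chromosome 2R from 24174877 to 24186343, was at 198 ± 27.8 CPM in STAT supercompetitors and 148 ± 9.53 CPM in the control (mean ± SD, n = 3). This is a log2 fold change of 0.42 (standard error 0.123, adjusted p = 0.0516, edgeR). The exons of this gene share bases with several snoRNA genes. Its adjusted p was under 0.05 by DESeq2 (0.0257) and without hop 1 (adjusted p = 0.0193), Myc 1 (0.0147) and Myc 2 (0.0413).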

In sum, bioinformatic analyses revealed 1004 differentially regulated genes in STAT supercompetitors compared to controls, with 487 upregulated and 517 downregulated.

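At both thresholds 730 genes changed in STAT supercompetitors, 315 of them higher and 415 lower than in the control. With the adjusted p alone, 402 were higher and 429 lower, and at 2-fold 167 were higher and 320 lower. Of 45 groups of genes fixed as lists, 13 were shifted upward and 1 downward by camera at a preset correlation, and none was called with an estimated correlation (smallest adjusted p = 0.321). With the genes that the paper names taken out of the lists, 7 were called, and the ecdysone list of Table 4 could not be tested. *hop*, the feedback inhibitor *Socs36E* and the receptor *dome* were higher, and the notum regulator *pnr* was lower, in every fit that left out 1 library. The 730 genes became 139 without gfp 2, 163 without gfp 3, 190 without hop 3 and 1599 without Myc 1. Myc 1 is in neither group of this comparison and acts on the count only through the fit shared by all 9 libraries. A fit of only the 6 libraries compared called 1391. In a test against a fold change of at least 1.5 (edgeR's glmTreat), 54 genes passed, 33 higher and 21 lower, so most of the single genes called here were not shown to exceed that fold. At an unadjusted p under 0.05, 3132 genes differed. Groups that do not overlap were found in 31.3% of the tested genes, where the average over all splits of 6 libraries is about 10%. Genes of a library vary together, so a single split can exceed that average by chance.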

**Table 1:** Expression of differentially upregulated genes in STAT supercompetitors, in Myc supercompetitors, or in both STAT and Myc supercompetitors

Gene	FC (*hop vs. gfp*)	p^adj^ value	FC (*Myc vs. gfp*)	p^adj^ value
*hop*	16.57	4.73 x 10^−180^	0.93	0.821
*Socs36E*	1.88	4.59 x 10^−6^	0.80	0.346
*chinmo*	4.74	5.44 x 10^−23^	1.48	0.0925
*dome*	1.74	1.77 x 10^−6^	0.88	0.600
*zfh2*	1.86	2.13 x 10^−10^	0.87	0.420
*Ama*	2.31	4.11 x 10^−6^	0.74	0.283
*dilp8*	3.91	8.01 x 10^−13^	1.50	0.182
*Mmp1*	1.78	0.00254	0.86	0.704
*sas*	1.59	0.00345	1.09	0.822
*edl*	2.10	0.00210	1.29	0.556
*ftz-f1*	1.82	0.00345	1.40	0.234
*ImpE1*	1.65	0.0246	0.78	0.472
*Eip75B*	1.36	0.0130	0.82	0.217
*Hr38*	2.42	2.89 x 10^−9^	1.14	0.737
*EcR*	1.46	0.0417	1.06	0.906
*Mpcp2*	1.50	0.00172	2.02	1.04 x 10^−9^
*mnd*	1.59	0.0103	1.82	0.000432
*mld*	1.62	4.10 x 10^−4^	1.52	0.00272
*Nop60B*	1.35	0.0306	1.86	1.11 x 10^−7^
*myc*	1.32	0.161	2.46	2.79 x 10^−9^
*nop5*	1.21	0.218	1.45	0.00448
*Tif-IA*	1.11	0.698	1.47	0.0210
*betaTub56D*	1.22	0.210	1.00	0.993

Legend: FC means “fold change”. p^adj^ value is the adjusted p-value.

**Figure 2:**
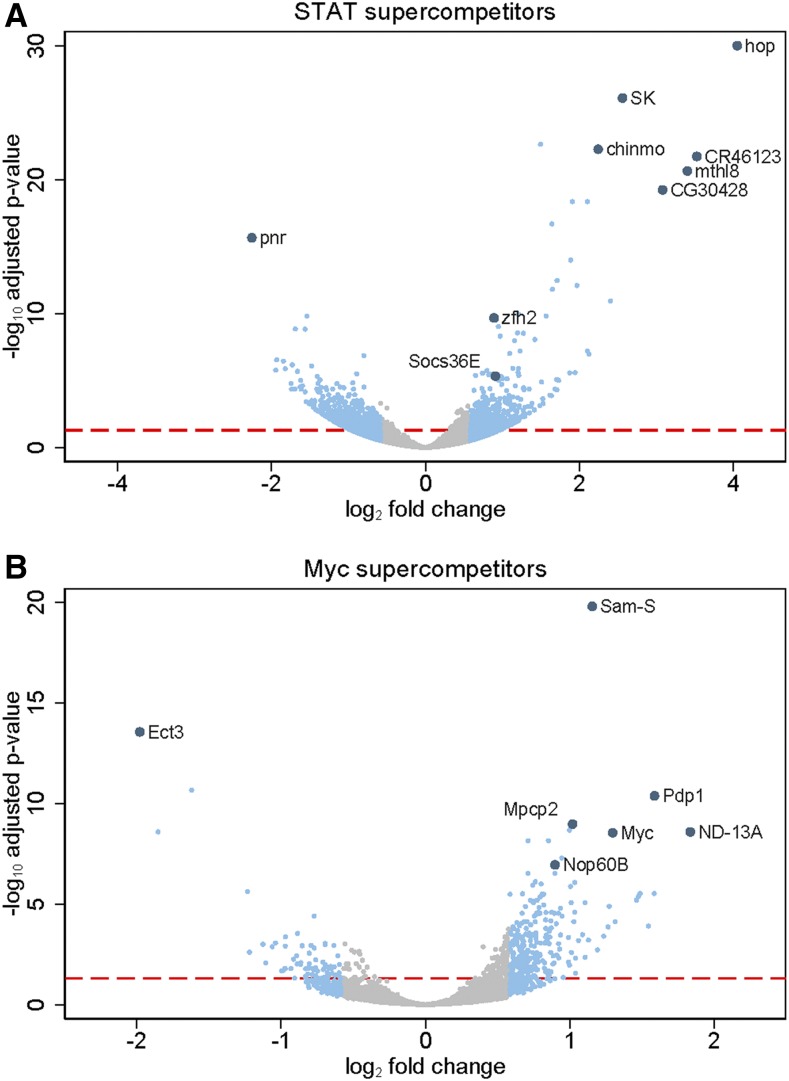
Volcano plots of gene expression in STAT and Myc supercompetitors. (A,B) Scatter (Volcano) plot for genes in STAT supercompetitors (*dpp > hop*) compared to controls (*dpp > gfp*) in A and for genes in Myc supercompetitors (*dpp > Myc*) compared to controls (*dpp > gfp*) in B. The x-axis is the log_2_ of the fold change and the y-axis is the negative log_10_ of the adjusted p-value. Gray circles indicate genes with log_2_(fold change) between -0.58 and 0.58 (corresponding to fold change between 0.667 and 1.5). Blue circles indicate genes with log_2_(fold change) ≤-0.58 and ≥0.58 (corresponding to fold change ≤0.667 and ≥1.5). The larger blue circles indicate the mis-expressed genes (*hop* in A and *Myc* in B), known target genes (*chinmo*, *zfh2*, *Socs36E*, *pnr* in A and *Nop60B* in B) or highly differentially-regulated genes in the data sets (*SK*, *CR46123*, *mthl8*, and *CG30428* for A and *Pdp1*, *ND-13A*, *Mpcp2* and *Ect3* in B). Genotypes (A) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-hop* (B) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-Myc*.

We chose to impose the same cut-offs for the Myc supercompetitor RNA-seq, and this analysis revealed 328 differentially regulated genes, with 266 upregulated and 71 downregulated (Table S2). 

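In Myc supercompetitors 225 genes were higher and 51 lower than in the control at both thresholds, 276 in all, and in each of them the 3 Myc libraries did not overlap the 3 gfp libraries. The 10 higher genes with the largest fold changes were *CG30428*, *CG17404*, *CG3942*, *Rsbp15* (listed as *CG10014*), *CG3397*, *Cyp313a3*, *Obp56b*, *Cyp313a5*, *PGRP-SB2* and *CR44506*. *CG17404*, whose exons share bases with *Rsbp15*, had no count in the gfp libraries and 24 to 64 in the Myc libraries, and was at least 45.7-fold higher, taking 3 counts over the gfp group as the floor (adjusted p = 0.00122, edgeR). The non-coding *CR44506* was at 22.6 ± 6.37 CPM against 2.96 ± 0.597 (mean ± SD, n = 3, adjusted p = 0.000431), and *Obp56b*, which encodes an odorant-binding protein, at 7.4 ± 0.714 CPM against 0.63 ± 0.785 (adjusted p = 0.00873). The 10 lower genes were *Nlg1*, *CG17684*, *Ect3*, *Ugt37b1*, *CG1387*, *CG13053*, *CG1894*, *CG12481*, *E(spl)m4-BFM* and *Spn43Aa*. *Nlg1*, a neuroligin whose exons share bases with an invader3 transposon, was at 0.465 ± 0.51 CPM against 4.48 ± 1.56 (adjusted p = 0.0177), and *CG17684*, whose exons share bases with the antisense RNA *CR46487*, had a log2 fold change of -2.34 (adjusted p = 0.000725). Among the 20 genes, calls of *CG3942*, *Cyp313a3*, *Obp56b*, *PGRP-SB2*, *Nlg1*, *CG1387*, *CG13053*, *CG1894* and *CG12481* ended without gfp 1, gfp 2, gfp 3, hop 1, hop 3, Myc 1, Myc 2 or Myc 3, where the adjusted p of those lost lay between 0.0502 and 0.2. The 225 genes became 115 without gfp 1 and 112 without gfp 2, the 276 became 131 and 123, and the 51 became 16 without gfp 1, 11 without gfp 2, 19 without gfp 3, 88 without Myc 1 and 25 without Myc 3.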

As expected, *Myc* was strongly upregulated, as were Myc target genes *Nop60B*, *nop5* and *Tif-1A* (Figure 2B and Table 1). 

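*Myc* rose from 243 ± 13.7 to 638 ± 122 CPM in Myc supercompetitors (mean ± SD, n = 3), a log2 fold change of 1.39 (standard error 0.136, adjusted p = 7.99e-05, edgeR). *Nop60B* rose to 280 ± 22.5 CPM (log2 fold change 0.92, adjusted p = 0.000994), *nop5* to 207 ± 7.63 CPM (0.55, adjusted p = 0.0158) and *Tif-IA* to 143 ± 16.2 CPM (0.58, adjusted p = 0.0236). The nucleolar gene *mod* had a log2 fold change of 0.86 (adjusted p = 0.000613). Of 27 Myc targets and genes of ribosome biogenesis, 12 were higher and none was lower in edgeR, with 19 higher adjusted over the list alone. Lower genes numbered 0 at an unadjusted p under 0.05 in edgeR and 0 by DESeq2. Their median log2 fold change was 0.53 (camera adjusted p = 1.5e-15, adjusted p = 0.321 with an estimated correlation). Of 85 cytosolic ribosomal protein genes, 71 were higher and none was lower, with 0 lower at an unadjusted p under 0.05 and 0 by DESeq2. Their median was 0.63 (camera adjusted p = 4.32e-48, adjusted p = 0.321 with an estimated correlation), and 82 were higher adjusted over the list alone. *RpL6* had a log2 fold change of 0.74 (adjusted p = 0.0029) and *RpS5a* had 0.71 (adjusted p = 0.00148). Calls of *nop5* and *Tif-IA* ended without gfp 1, gfp 2, gfp 3 or Myc 2, where the adjusted p of those lost lay between 0.0528 and 0.15. The 12 genes became 4 without gfp 1 and 4 without gfp 2, and the 71 became 32 without gfp 1 and 25 without gfp 2.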

Other significantly upregulated genes in Myc supercompetitors were *S-adenosylmethionine Synthetase* (*Sam-S*), *PAR-domain protein 1* (*Pdp1*), *NADH dehydrogenase (ubiquinone) 13 kD A subunit* (*ND-13A*), and *Mitochondrial phosphate carrier protein 2* (*Mpcp2*) (Figure 2B, Tables 1 and S2). 

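*Sam-S*, which encodes the enzyme that makes S-adenosylmethionine, rose from 256 ± 7.11 to 578 ± 25.9 CPM in Myc supercompetitors (mean ± SD, n = 3), a log2 fold change of 1.17 (standard error 0.106, adjusted p = 7.99e-05, edgeR). *Pdp1*, a bZIP transcription factor, rose from 31.9 ± 0.752 to 108 ± 25.2 CPM (log2 fold change 1.75, adjusted p = 7.99e-05). *Mpcp2*, listed as *Mpcp*, rose from 237 ± 10.5 to 492 ± 56.2 CPM (1.05, adjusted p = 0.000211). *ND-13A*, a subunit of respiratory complex I listed as *CG8680*, rose from 12 ± 3.08 to 55.5 ± 23.6 CPM (2.21, adjusted p = 0.0029), and its exons share bases with *CG4230*. Of 78 genes of oxidative phosphorylation, 13 were higher and none was lower in Myc supercompetitors by edgeR, with 23 higher adjusted over the list alone. Lower genes numbered 1 at an unadjusted p under 0.05 and 0 by DESeq2. *RFeSP*, the Rieske protein of complex III, whose exons share bases with *CG14352*, had a log2 fold change of 0.98 (adjusted p = 0.00558), and the median of the list was 0.37 (camera adjusted p = 1.05e-11, adjusted p = 0.321 with an estimated correlation). Of 71 mitochondrial ribosomal protein genes, 2 were higher (*mRpL2* and *mRpL54*, with log2 fold changes of 1.25 and 1.77, adjusted p = 0.0107 and 0.00345), also adjusted over the list alone, and their median was 0.39 (camera adjusted p = 1.18e-08, adjusted p = 0.325 with an estimated correlation). The 13 genes became 5 without gfp 1, 5 without gfp 2, 6 without gfp 3, 8 without Myc 2 and 8 without Myc 3. The call of *mRpL2*, whose exons share bases with *Ufd1*, ended without gfp 1 (adjusted p = 0.0784) and gfp 2 (0.0658).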

The most significantly downregulated gene was *Ectoderm-expressed 3* (*Ect3*), which encodes a betagalactosidase (Figure 2B and Table S2). 

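*Ect3* fell from 44.2 ± 7.39 to 8.93 ± 3.22 CPM in Myc supercompetitors (mean ± SD, n = 3), a log2 fold change of -2.32 (standard error 0.24, adjusted p = 0.000102, edgeR), which is the smallest adjusted p among lower genes. The gene lies on chromosome 3R from 11999278 to 12003516. Other genes called in Myc lie together on this arm from 12197941 to 12365735. Whether a variant linked to the *Myc* transgene acts on *Ect3* was not tested. In STAT supercompetitors it was at 44 ± 3.5 CPM, and the difference between hop and Myc was tested directly (log2 fold change 2.31, adjusted p = 4.92e-05). Of 17 Notch target genes fixed as a list, 1 was lower in Myc supercompetitors (*E(spl)m4-BFM*, an inhibitor of Notch signaling, log2 fold change -1.42, adjusted p = 0.00705) and none was higher, with 2 lower adjusted over the list alone. Higher genes numbered 0 at an unadjusted p under 0.05 in edgeR and 0 by DESeq2. Their median log2 fold change was -0.38 (camera adjusted p = 0.00229, adjusted p = 0.325 with an estimated correlation). Of the cell type markers, adult muscle precursor genes (median -0.24, camera adjusted p = 0.0177, adjusted p = 0.498 with an estimated correlation) and hemocyte genes (median -0.29, camera adjusted p = 0.0313, adjusted p = 0.321 with an estimated correlation) were also shifted downward in Myc. The value of the muscle precursors was 0.135 without gfp 2, 0.081 without Myc 2 and 0.0799 without Myc 3, and that of the hemocyte genes 0.0502 without gfp 3, 0.105 without Myc 2, 0.0943 without Myc 3 and 0.0647 without a filter on low counts. The muscle precursors had a lower median in hop, -0.37, without a set call (camera adjusted p = 0.154). Their mean log2 CPM, less its mean over the 9 libraries, was 0.235 in Myc 1, -0.333 in Myc 2 and -0.349 in Myc 3. In gfp 1, gfp 2 and gfp 3 it was 0.228, 0.557 and -0.081. *inv*, a homeobox gene of the posterior compartment, had a log2 fold change of -0.85 (adjusted p = 0.00704).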

Neither JAK/STAT pathway components nor target genes were differentially upregulated in Myc supercompetitors (Table 1). However, the JAK/STAT target *chinmo* was increased in Myc supercompetitors with an adjusted p-value approaching significance (1.48 fold, *P* < 0.0925). 

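None of 11 JAK/STAT pathway components and none of 12 known targets was called in Myc supercompetitors by edgeR, also when adjusted over the list alone, and DESeq2 called 1 target (*chinmo*, higher). At an unadjusted p under 0.05 in edgeR, 0 components were higher and 2 lower, and 1 of the targets was higher and 2 lower. *Socs36E* was at 36.4 ± 2.74 CPM in Myc supercompetitors (mean ± SD, n = 3, log2 fold change -0.35, adjusted p = 0.263, edgeR), *dome* at 99.3 ± 4.17 CPM (-0.21, adjusted p = 0.48) and *zfh2* at 736 ± 86.2 CPM (-0.24, adjusted p = 0.327). Tested directly, *Socs36E* was higher in hop than in Myc by a log2 fold change of 1.29 (adjusted p = 9.54e-05), *dome* by 1.01 (adjusted p = 0.00014) and *zfh2* by 1.12 (adjusted p = 3.04e-05). Against Myc, the components were higher as a set in hop (camera adjusted p = 0.00558, adjusted p = 0.14 with an estimated correlation), as were the targets (camera adjusted p = 0.00623, adjusted p = 0.133 with an estimated correlation). The components include the transgene *hop* itself, and both lists include *Socs36E* and *dome*, which the paper reports as changed. These set values are therefore not independent evidence, and this comparison was not tested without those genes. Without Myc 2, 1 target (*chinmo*) was called higher in Myc supercompetitors (adjusted p = 0.0208).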

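In Myc supercompetitors *chinmo* was at 169 ± 52.9 CPM (mean ± SD, n = 3), a log2 fold change of 0.63 (standard error 0.204, adjusted p = 0.159, edgeR). The gene lies on chromosome 2L from 1651258 to 1704682. Tested directly, it was higher in hop than in Myc by a log2 fold change of 1.86 (adjusted p = 0.000349). DESeq2 gave *chinmo* an adjusted p of 0.0459 in Myc against gfp.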

Taken together, these results indicate that these transcriptome datasets accurately captures the expression profiles of JAK/STAT activation in STAT supercompetitors and of Myc mis-expression in Myc supercompetitors. 

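*betaTub56D*, which encodes a beta-tubulin listed in Table 1, was at 1548 ± 131 CPM in the control, 1861 ± 183 CPM in STAT supercompetitors and 1534 ± 179 CPM in Myc supercompetitors (mean ± SD, n = 3). Its log2 fold change was 0.27 in hop (adjusted p = 0.16, edgeR) and -0.01 in Myc (adjusted p = 0.981). Tested directly against each other, hop and Myc libraries differed in *hop* by a log2 fold change of 4.32 (adjusted p = 1.46e-11) and in *Myc* by -0.99 (adjusted p = 0.000509).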

There were only 41 genes differentially regulated in both types of supercompetitors, with 24 genes upregulated in both (Table S3), including *Mpcp2*, and 17 downregulated in both (Table S4).

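At both thresholds 22 genes were higher and 16 lower in both supercompetitors, 38 in all, and 1 gene was called in opposite directions. The genes higher in both include the bZIP factor *Pdp1* (log2 fold change 0.89 in hop, adjusted p = 0.00898, and 1.75 in Myc), the leucine transporter *mnd*, the zinc-finger gene *mld*, and *CG3523*, which encodes a fatty acid synthase. *CG3523* had log2 fold changes of 1.21 in hop (adjusted p = 0.000189) and 0.67 in Myc (adjusted p = 0.0154). The chaperone genes *Hsp70Bc* and *Hsp70Aa*, whose near-identical copies make their counts uncertain, were higher in both. *Hsp70Bc* had 2.66 in hop (adjusted p = 0.0018) and 2.42 in Myc (adjusted p = 0.00345). Genes lower in both include the serpins *Spn43Aa*, whose exons share bases with *CG12828*, and *Spn43Ab*, the neuroligin *Nlg1*, the cytochrome P450 *Cyp9b2* and *Ugt37b1*. *Ugt37b1* had a log2 fold change of -1.42 in hop (adjusted p = 0.0225) and -1.98 in Myc (adjusted p = 0.00527). These shared genes were named after their values were seen, apart from those of the rule for named genes. If the calls of the 2 comparisons were independent, 5.56 genes higher in both, 1.66 lower in both and 8.59 in opposite directions would follow. Both comparisons use the same 3 gfp libraries, so part of the difference from independence can come from the shared controls. The 38 genes became 17 without gfp 1, 4 without gfp 2, 13 without gfp 3 and 13 without hop 3. Calls of *Pdp1*, *Ugt37b1*, *mnd*, *mld*, *Spn43Aa*, *Nlg1* and *Cyp9b2* in hop ended without gfp 1, gfp 2, gfp 3, hop 1 or hop 3, where the adjusted p of those lost lay between 0.0504 and 0.113, and that of *CG3523* in Myc ended without gfp 1 (adjusted p = 0.0556), gfp 2 (0.114) and gfp 3 (0.0887).

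**Figure D2:**
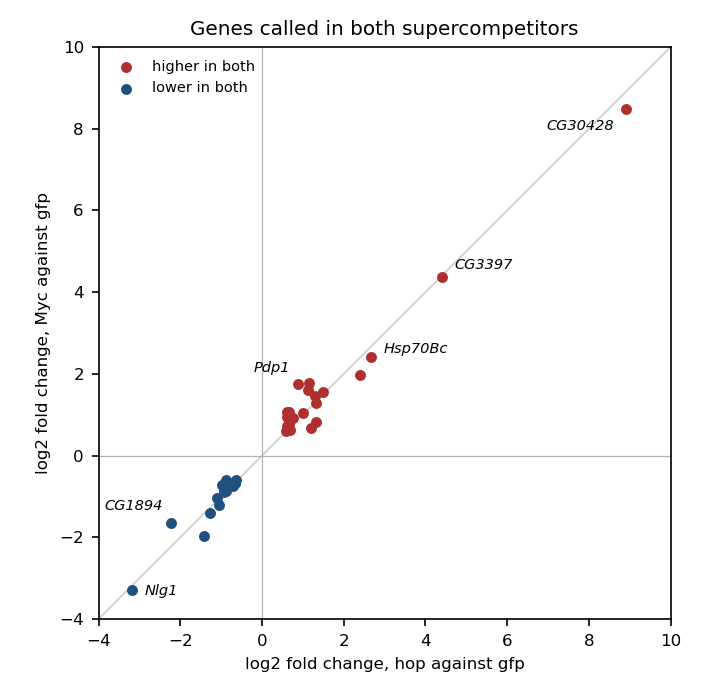
Log2 fold changes against gfp of the 38 genes called in both supercompetitors, in hop (horizontal axis) and in Myc (vertical axis). Each point is a gene, and the diagonal marks equal fold changes. *CG30428* stands at the upper right, where its fitted fold change rests on 0 counts in gfp and is no bound.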

We analyzed the differentially regulated genes in STAT supercompetitors for the presence of a Stat92E binding site in non-coding regions (see Materials and Methods). 133 significantly upregulated genes (fold change ≥ 1.5 and *P* < 0.05) in STAT supercompetitors had at least one Stat92E binding site (Table S5). These include established JAK/STAT target genes *Socs36E* with 8 binding sites and *chinmo* with 6 binding sites, as well as *Hr38* with 2 sites. *Hr38* has not been previously implicated as a possible JAK/STAT target. 

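*Hr38*, which encodes an orphan nuclear receptor, was at 49.5 ± 4.56 CPM in STAT supercompetitors and 19.5 ± 2.13 CPM in the control (mean ± SD, n = 3), a log2 fold change of 1.35 (standard error 0.181, adjusted p = 0.000752, edgeR). The gene lies on chromosome 2L from 20683462 to 20714588, and its exons share bases with *CG2617*. In Myc supercompetitors *Hr38* was at 22.1 ± 1.07 CPM (log2 fold change 0.19, adjusted p = 0.739), and hop was 2.24-fold above Myc when tested directly (adjusted p = 0.00158).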

Of the differentially downregulated genes, 77 had at least one Stat92E binding site, including *pnr* (Table S6).

### STAT induces supercompetition by mechanisms distinct from other winners

We surveyed the differentially regulated genes for factors known to regulate winner function in various types of cell competition. Wg supercompetitors secrete Notum, a conserved secreted feedback inhibitor of Wg signaling (Vincent *et al.* 2011). However, *notum* transcripts are not significantly altered in STAT winners (Table 2). 

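*Notum*, which encodes a secreted inhibitor of Wingless, was at 97.6 ± 12.6 CPM in STAT supercompetitors and 73.7 ± 9.8 CPM in the control (mean ± SD, n = 3), a log2 fold change of 0.41 (standard error 0.175, adjusted p = 0.164, edgeR). In Myc supercompetitors its log2 fold change was 0.06 (adjusted p = 0.929). The exons of *Notum* share bases with *mir-4941*. Of 10 Wg target genes fixed as a list, 1 was higher in STAT supercompetitors (*fz2*, a Wg receptor, log2 fold change 0.64, adjusted p = 0.00274) and none was lower, with 3 higher and 1 lower adjusted over the list alone. With an unadjusted p under 0.05, 4 were higher and 2 lower in edgeR, and DESeq2 called 1 higher and 0 lower. The list gave a camera adjusted p of 0.262, and 2 without hop 2 and 3 without Myc 1 were called higher.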

Myc supercompetitors upregulate expression of *spz*, which encodes a Toll ligand, and *Spaetzle-Processing Enzyme* (*SPE*) and *modular serine protease* (*modSP*), which encode serine proteases that cleave Spz protein into an active form (Alpar *et al.* 2018). Cleaved Spz then triggers Toll signaling in losers, which activates NFκB proteins that induce apoptosis. 

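The ligand genes *spz*, *spz3*, *spz4* and *spz6* were at 7.18, 54.9, 4.21 and 14.5 CPM in STAT supercompetitors and at 10.0, 53.8, 5.17 and 14.4 CPM in the control (means of 3 libraries). Their log2 fold changes were -0.48, 0.03, -0.30 and 0.01, with adjusted p values from edgeR of 0.414, 0.937, 0.717 and 0.989. *SPE*, a protease that processes Spätzle, had a log2 fold change of -0.02 (standard error 0.346, adjusted p = 0.987), and *modSP*, a protease upstream of it, had 0.09 (standard error 0.18, adjusted p = 0.795). The exons of *spz*, *spz4* and *SPE* share bases with *CG43935*, *Dlg5* and *CG18754*. Of 21 Toll pathway genes fixed as a list, 1 was higher (*Myd88*, an adaptor of the receptor, log2 fold change 0.62, adjusted p = 0.0195) and 2 were lower (*NT1*, a neurotrophin, -1.29, adjusted p = 0.00861, and the protease gene *psh*, -1.81, adjusted p = 0.0197). Adjusted over the list alone, 2 were higher and 3 lower. These 3 calls ended without gfp 2, gfp 3, hop 1 or hop 3, where the adjusted p of those lost lay between 0.0567 and 0.108.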

STAT supercompetitors did not have an increase in *spz* genes (*spz*, *spz3*, *spz4*, *spz6*), *SPE* or *modSP* (Table 2). In polarity-deficient competition, the serine protease inhibitor Serpin 5 (Spn5) is required in wild-type winners to eliminate *scrib*-deficient cells (Katsukawa *et al.* 2018). Mechanistically, Spn5 prevents the cleavage of Spz into the active form. In the absence of Spn5 secreted from wild-type winners, active Spz is produced and it triggers the growth (not death) of *scrib*-mutant cells via Toll signaling. [Note that this is the opposite result from the role of Spz-Toll in Myc supercompetition.] *Spn5* is not upregulated in STAT winners (Table 2).

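*Spn5*, a serpin gene listed as *Spn88Ea*, was at 137 ± 20.7 CPM in STAT supercompetitors and 112 ± 13.8 CPM in the control (mean ± SD, n = 3), a log2 fold change of 0.28 (standard error 0.136, adjusted p = 0.21, edgeR). The exons of this gene share bases with *CG42542*. Its log2 fold change in Myc supercompetitors was -0.06 (adjusted p = 0.908).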

**Table 2:** Genes upregulated in other winners are not differentially expressed in STAT supercompetitors

Gene	Fold Change (*hop vs. gfp*)	Adjusted p-value (*hop vs. gfp*)
*notum*	1.31	0.244
*spz*	0.79	0.504
*spz3*	1.04	0.884
*spz4*	0.90	0.829
*spz6*	1.03	0.952
*SPE*	1.01	0.987
*modSP*	1.08	0.813
*Spn5*	1.23	0.185
*Pvr*	0.96	0.855

Wild-type winners also eliminate polarity-deficient neighbors by the Sas-Ptp10D system (Yamamoto *et al.* 2017) and Pvr-dependent engulfment (Ohsawa *et al.* 2011). Stranded at second (Sas) is a transmembrane protein that acts as a ligand for the transmembrane phosphatase Ptp10D (Schonbaum *et al.* 1992; Lee *et al.* 2013). Wild-type winners require *sas* to eliminate polarity-deficient losers (Yamamoto *et al.* 2017). At the interface between wild-type winners and *scrib*-mutant cells, both Sas and Ptp10D relocalize from the apical domain to the lateral domain (Yamamoto *et al.* 2017). *sas* transcripts are significantly upregulated in STAT supercompetitors (1.59 fold, *P* < 0.00345) but not in Myc supercompetitors (Table 1), and the *sas* gene has one Stat92E binding site (Table S5). 

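*sas*, which encodes a cell surface ligand of Ptp10D, rose from 273 ± 10.8 to 441 ± 69.5 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 0.69 (standard error 0.142, adjusted p = 0.0111, edgeR). It lies on chromosome 3R from 7162808 to 7183702, and its exons share bases with the antisense RNA *CR45909*. In Myc supercompetitors it was at 296 ± 57.2 CPM (log2 fold change 0.12, adjusted p = 0.792), and hop and Myc differed by 0.57 when tested directly (adjusted p = 0.0262). The call of *sas* ended without gfp 2 (adjusted p = 0.0548), gfp 3 (0.0776) and hop 3 (0.0573).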

We used *in situ* hybridization to monitor *sas* transcripts in *dpp > hop* discs compared to *dpp > gfp* controls. *sas* mRNA is expressed at low levels in control wing discs, with the exception of a couple of patches at the notum-hinge interface (Figure 3A). *sas* mRNA is upregulated in STAT supercompetitors residing in the hinge and pouch (Figure 3B, arrow). In both control and *dpp > hop* discs, Ptp10D protein is localized to the apical domain as expected (Figure 3C,D). Importantly, in *dpp > hop* discs Ptp10D is **not** localized to the lateral interface between STAT winners and wild-type losers (Figure 3E), suggesting that the Sas-Ptp10D system does not function in JAK/STAT-dependent cell competition. In polarity-deficient competition, wild-type winners also upregulate Pvr, the *Drosophila* PDGF/VEGF receptor. However, Pvr is not changed in STAT winners compared to controls (Table 2). 

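*Pvr*, which encodes a receptor tyrosine kinase, was at 129 ± 21.6 CPM in STAT supercompetitors and 138 ± 12.6 CPM in the control (mean ± SD, n = 3), a log2 fold change of -0.10 (standard error 0.137, adjusted p = 0.706, edgeR). *Ptp10D*, a receptor tyrosine phosphatase, had a log2 fold change of 0.34 (standard error 0.108, adjusted p = 0.0667). *Ptp10D* passed the threshold without Myc 1 (adjusted p = 0.0266), and DESeq2 called it.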

Taken together, these observations suggest that STAT supercompetitors are distinct from other kinds of winners.

**Figure 3:**
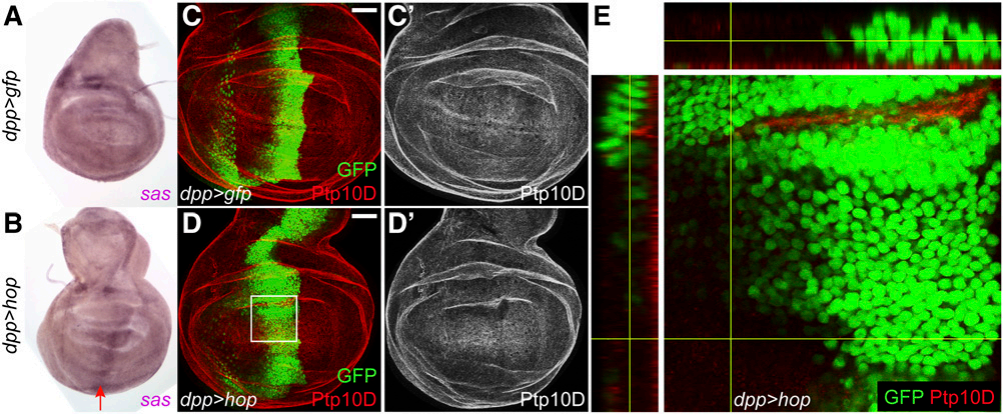
*sas* is upregulated in STAT winners but Ptp10D expression remains apical in wild-type losers. (A-B) *in situ* hybridization reveals that *sas* is expressed at moderate ubiquitous levels in a control *dpp > gfp* disc with some increased expression in the dorsal and lateral hinge in the anterior compartment (A). *sas* is upregulated along the *dpp* domain in a *dpp > hop* discs (B, arrow). At least 10 discs of each genotype were analyzed for expression pattern of the RNA probe, and the representative image of the expression pattern is shown. (C-D) Ptp10D protein (red) is expressed on the apical surface of cells in a control *dpp > gfp* (C) and a *dpp > hop* (D) disc. The *dpp* domain is marked by *UAS-gfp* (green) in C and D. (E) x-z section of the boxed region in D reveals that Ptp10D protein is not expressed at the lateral margin at the interface between STAT winners (green) and wild-type losers. Yellow lines indicate the position of x-z scan. Scale bar indicates 50 µM. Genotypes (A,C) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/+* (B, D, E) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-hop*.

### STAT winners upregulate Duox and ROS

Dual oxidase (Duox) is an enzyme that produces extracellular reactive oxygen species (ROS) by catalyzing the transmembrane electron transfer from the intracellular NADPH-FAD electron donors to the extracellular space, reducing oxygen to superoxide or hydrogen peroxide (De Deken *et al.* 2014). In *Drosophila*, the sole *Duox* gene plays a central role in gut immunity, where its upregulation at the gene and protein level is required for innate immune response that eliminate infectious bacteria (Ha *et al.* 2009a; Ha *et al.* 2009b). *Duox* is significantly increased in STAT supercompetitors (1.77 fold, *P* < 0.00238), while genes encoding other ROS-producing enzymes like *NADPH oxidase* (*Nox*) are not (Table 3). 

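*Duox*, which encodes a dual oxidase that makes hydrogen peroxide, rose from 112 ± 10.9 to 206 ± 38.3 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 0.88 (standard error 0.184, adjusted p = 0.015, edgeR). *Nox*, another NADPH oxidase gene, fell from 54.6 ± 4.77 to 34.8 ± 5.52 CPM (log2 fold change -0.65, adjusted p = 0.0323), and its exons share bases with *CG8060*. *Duox* was at 115 ± 33.4 CPM in Myc supercompetitors (log2 fold change 0.03, adjusted p = 0.968). Hop and Myc differed in *Duox* by 0.84 when tested directly (adjusted p = 0.0167). The call of *Duox* ended without gfp 2 (adjusted p = 0.0841), gfp 3 (0.0829) and hop 3 (0.0557). The call of *Nox* ended without gfp 1 (adjusted p = 0.065), gfp 2 (0.0894), gfp 3 (0.151), hop 1 (0.0519) and hop 3 (0.153).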

If Duox expression is increased in STAT supercompetitors, ROS should be increased in STAT winners. To test this, we generated STAT winners in the anterior domain of the wing disc by expressing *UAS-hop* with *ptc-gal4*, a driver expressed in anterior cells located closest to the anterior-posterior boundary. We monitored ROS using a protocol established by the Serras lab (Santabárbara-Ruiz *et al.* 2015). Indeed, we find that ROS are specifically increased in the *ptc* domain of *ptc > hop* wing discs (Figure 4B). By contrast, ROS are not observed in control *ptc > gfp* discs (Figure 4A).

**Table 3:** Expression of genes encoding ROS-generating or anti-oxidant factors in STAT supercompetitors

Gene	Fold Change (*hop vs. gfp*)	Adjusted p-value (*hop vs.* gfp)
*cnc*	1.30	0.0618
*Nox*	0.684	0.0957
*Keap1*	0.68	0.00726
*GstD5*	2.45	0.000933
*GstD6*	2.07	0.0186
*GstD3*	2.05	0.000392
*GstD4*	2.04	0.0167
*GstD10*	1.70	0.0138
*GstD1*	1.56	0.000658
*Ugt86Di*	2.31	1.23 x 10^−6^
*Ugt86Da*	1.71	0.00602
*Cyp18a1*	3.21	4.26 x 10^−5^
*Cyp4aa1*	1.98	0.0222
*Cyp9h1*	1.88	0.0669

**Figure 4:**
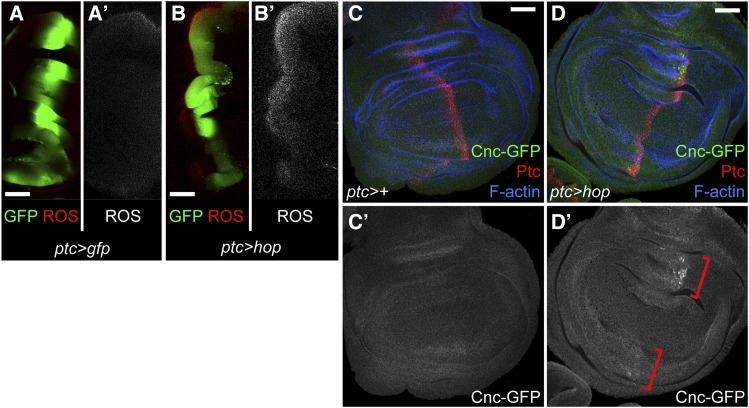
ROS and Nrf2 are upregulated in STAT winners. (A-B) In a control *ptc > gfp* disc (A), cells in the *ptc* domain (labeled by GFP, green) have low levels of ROS as assessed by CellROX Deep Red Reagent (red) (A). In a *ptc > hop* disc (B), STAT winners (labeled by GFP, green) generated in the *ptc* domain have elevated levels of ROS (red) along the entire *ptc* domain (B). (C-D) Cnc-GFP, encoded by a bacterial artificial chromosome under endogenous regulatory sequences, is expressed at low levels in a control *ptc-gal4* disc (C). Cnc-GFP is upregulated in STAT winners, particularly in the dorsal and ventral hinge (D, brackets). Ptc is red. Phalloidin, which marks F-actin, is in blue. Scale bar indicates 50 µM. Genotypes (A) w/w; *ptc-gal4*, *UAS-gfp/+*; *+/+* (B) w/w; *ptc-gal4*, *UAS-gfp/+*; *UAS-hop/+* (C) w/w; *ptc-gal4/ PBac(cnc-EGFP.S)VK00037: +/+* (D) w/w; *ptc-gal4/ PBac(cnc-EGFP.S)VK00037*; *UAS-hop/+*.

### STAT supercompetitors upregulate Nrf2

Our results indicate that STAT winners reside in an oxidizing environment caused by ROS production. We hypothesize that to protect themselves from this environment, STAT winners must upregulate a mild anti-oxidant response. Nrf2 (called Cap-n-collar (Cnc) in *Drosophila*) is a transcription factor that regulates numerous genes controlling oxidant homeostasis (Ma 2013). Under basal conditions, Nrf2 is sequestered in the cytoplasm through physical interactions with Keap1, which promotes Nrf2’s proteasomal degradation. Oxidants activate Nrf2 by modifying critical cysteine thiols on Keap1. This liberates Nrf2 to translocate to the nucleus, bind to anti-oxidant response elements and induce target gene expression, including Glutathione S-transferases (GSTs), the main cytosolic reducing agents (Taguchi *et al.* 2011; Sies *et al.* 2017). 

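*cnc*, which encodes the fly Nrf2, was at 135 ± 9.77 CPM in STAT supercompetitors and 105 ± 7.87 CPM in the control (mean ± SD, n = 3), a log2 fold change of 0.36 (standard error 0.125, adjusted p = 0.0867, edgeR). Its exons share bases with *CG46310* and *Irk1*. *Keap1*, which encodes the inhibitor of Nrf2, fell from 117 ± 2.4 to 75.9 ± 15.2 CPM, a log2 fold change of -0.62 (standard error 0.144, adjusted p = 0.0195). Of 7 genes of ROS production and the Nrf2 pathway fixed as a list, 1 was higher (*Duox*) and 3 were lower (*Keap1*, *Nos* and *Nox*), with 2 higher and 3 lower adjusted over the list alone. *cnc* passed the threshold without Myc 1 (adjusted p = 0.033). The call of *Keap1* ended without gfp 1 (adjusted p = 0.0552), gfp 2 (0.0776), gfp 3 (0.0925) and hop 3 (0.103).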

STAT winners have a transcriptional signature of an anti-oxidant response with a moderate but significant increase in *cnc* (1.30 fold, *P* < 0.0618) and a moderate but significant decrease in *Keap1* (0.678 fold and *P* < 0.00726) (Table 3). These transcriptional changes should increase Nrf2 protein and decrease its inhibitor, resulting in a protective anti-oxidant response. Additionally, numerous Nrf2 target genes are significantly increased in STAT winners compared to controls (Table 3), include those encoding six cytosolic GSTs, two UDP-glucosyltransferases (Ugt), which reduce hydrophobic molecules, and three cytochrome P450s (Cyp), which reduce a large variety of substrates (Bock 2003; Coon 2005). 

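Of 34 glutathione S-transferase genes, which encode enzymes of detoxification, 6 were higher in STAT supercompetitors (*GstD1*, *GstD3*, *GstD4*, *GstD5*, *GstD10* and *GstO2*) and none was lower, with 7 higher and 0 lower adjusted over the list alone. Lower members numbered 0 at an unadjusted p under 0.05 in edgeR and 0 by DESeq2. *GstD1* rose from 394 ± 27.5 to 617 ± 61.1 CPM (mean ± SD, n = 3), a log2 fold change of 0.65 (standard error 0.118, adjusted p = 0.00595, edgeR). *GstD5* had a log2 fold change of 1.67 (adjusted p = 0.0135), *GstD3* 1.14 (0.012), *GstD4* 1.36 (0.0458), *GstD10* 0.84 (0.041) and *GstD6* 1.47 (0.0522). The GstD genes are close paralogs, so reads can be shared among them, and the exons of *GstO2* share bases with *se*. Among 27 UDP-glycosyltransferase genes 2 were higher, *Ugt86Di* (log2 fold change 1.31, adjusted p = 0.00346) and *Ugt86Da* (0.83, adjusted p = 0.0218), and 2 were lower, *Ugt36Bc* (-1.67, adjusted p = 0.0245) and *Ugt37b1*, with 2 higher and 5 lower adjusted over the list alone. Of 69 cytochrome P450 genes 2 were higher and 6 lower, with 3 higher and 9 lower adjusted over the list alone. The higher ones were *Cyp18a1*, which inactivates ecdysone, and *Cyp4aa1* (1.34, adjusted p = 0.0461), whose exons share bases with *Strn-Mlck*. *Cyp4p3* (-1.73, adjusted p = 0.0048) and *Cyp9b1* (-1.42, adjusted p = 0.0064), whose exons share bases with *esn*, were among the lower. *Cyp9h1* was at 35.1 ± 14.5 CPM against 10.2 ± 2.95 (1.79, adjusted p = 0.0806). The glutathione S-transferase list was shifted upward as a set (camera adjusted p = 0.00781), with adjusted p = 0.321 with an estimated correlation and 0.194 without the genes the paper names. Its 6 called genes became 0 without gfp 2, 2 without gfp 3 and 1 without hop 3, the 6 lower cytochrome P450 genes became 2 without gfp 2, 2 without gfp 3, 3 without hop 1, 2 without hop 3 and 10 without Myc 1, and calls of *Ugt86Da*, *Ugt36Bc* and *Cyp4aa1* ended without gfp 1, gfp 2, gfp 3, hop 1, hop 2 or hop 3, where the adjusted p of those lost lay between 0.0632 and 0.183. *GstD6* passed the threshold without hop 2 (adjusted p = 0.0394), Myc 1 (0.0147) and Myc 2 (0.0392), and *Cyp9h1* without Myc 1 (adjusted p = 0.000161) and Myc 2 (0.0416).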

To validate the increased *cnc* expression in STAT winners, we mis-expressed *UAS-hop* in the *ptc* domain in a genetic background that carried a bacterial artificial chromosome containing *cnc* under the control of endogenous regulatory elements C-terminally tagged with *gfp*. We find that Cnc-GFP is upregulated in STAT winners (Figure 4D, brackets), most strongly in the dorsal and ventral hinge, which are the sites of highest endogenous JAK/STAT signaling in third instar wing discs (Bach *et al.* 2007; Ayala-Camargo *et al.* 2013). By contrast, Cnc-GFP is not observed in control *ptc>+* discs (Figure 4C).

### Ecdysone signaling is upregulated in STAT supercompetitiors

Of the genes in Flybase that have been reported to part of the ecdysone pathway (Ihry and Bashirullah 2014; Jiang *et al.* 2018), 14 are differentially regulated in STAT supercompetitors. This group includes these upregulated genes, *Eip75B*, *ftz-f1*, *EcR*, *ImpE1*, *Cyp18a1*, *Ecdysone Importer* (*EcI*) (Flybase: *Oatp74D*), *Iswi*, *swi2*, *E(bx)*, *hid* and *rpr*, and these downregulated genes, *Blimp-1*, *let-7-C* and *DopEcR* (Tables 4 and S1). 

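Of the 14 ecdysone genes of Table 4, 8 were higher in STAT supercompetitors (*Cyp18a1*, *E(bx)*, *Eip75B*, *Iswi*, *Oatp74D*, *hid*, *ftz-f1* and *rpr*), 1 was lower (*let-7-C*) and 5 did not pass the test. Adjusted over the list alone, 11 were higher and 3 lower, but the paper chose this list on these libraries, so it is not independent evidence of a direction. *Cyp18a1*, which encodes an enzyme that inactivates ecdysone, rose from 1.34 ± 0.671 to 9.63 ± 2.21 CPM (mean ± SD, n = 3), a log2 fold change of 2.82 (standard error 0.453, adjusted p = 0.00289, edgeR). The pro-apoptotic genes *rpr* and *hid* (listed as *W*) had log2 fold changes of 1.28 (adjusted p = 0.0262) and 0.59 (0.0338). The nuclear receptor *Eip75B* had 0.39 (0.0392), and the chromatin remodeling genes *Iswi* and *E(bx)* had 0.40 (0.0392) and 0.39 (0.0386). The microRNA precursor *let-7-C* fell, with a log2 fold change of -1.53 (0.0409). *EcR*, the ecdysone receptor, was at 302 ± 56.9 CPM against 205 ± 8.25 (0.56, adjusted p = 0.0506), *swi2*, whose exons share bases with *HPS4*, had 0.97 (0.07), and *DopEcR* had -0.92 (0.0558). Of 23 other ecdysone response genes fixed as a list, 3 were higher, *Hr38*, *vri* (0.81, 0.00898) and the coactivator *tai* (0.46, 0.0299), whose exons share bases with *aust*. None was lower by adjusted p in edgeR, 4 were lower at an unadjusted p under 0.05 and 2 by DESeq2, and 5 were higher and 3 lower adjusted over the list alone. As a set these 23 genes were not called in hop (median log2 fold change -0.17, camera adjusted p = 0.817). The 8 genes of Table 4 became 4 without gfp 1, 2 without gfp 2, 1 without gfp 3, 4 without hop 1 and 2 without hop 3, the 3 other genes became 1 without gfp 2 and 1 without gfp 3, 1 of the others was lower without Myc 1 and without Myc 3, and the call of *let-7-C* ended without gfp 1 (adjusted p = 0.0632), gfp 2 (0.129), gfp 3 (0.149), hop 1 (0.0502), hop 2 (0.127) and hop 3 (0.177). *EcR* passed the threshold without hop 2 (adjusted p = 0.0403), Myc 1 (0.006) and Myc 2 (0.0186), *swi2* without Myc 1 (adjusted p = 0.0187) and *DopEcR* without Myc 1 (adjusted p = 0.0384), and DESeq2 called all 3.

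**Figure D3:**
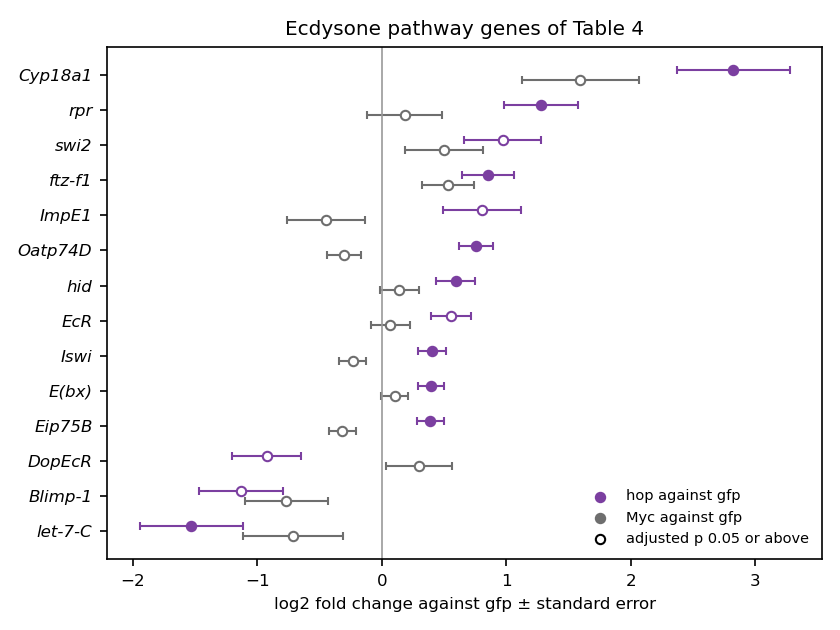
Log2 fold changes against gfp, with the standard error, of the 14 ecdysone genes of Table 4 in hop and Myc libraries. Filled points have an adjusted p under 0.05 in edgeR, which 9 genes have in hop and none in Myc.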

Interestingly, several of these genes have STAT binding sites including *ImpE1*, *ftz-f1* and *Blimp-1* with 1 site each (Tables S5 and S6). Additionally, *Eip75B* has 4 Stat92E binding sites and *EcR* has 1, but neither was included in Table S5 because the fold change was below the 1.5 fold cut-off for upregulated genes. STAT winners could have increased ecdysone signaling compared to control *dpp > gfp* cells because the gene encoding the transporter required for ecdysone uptake *EcI* is differentially upregulated 1.68 fold (*P* < 7.1 × 10^−5^) in STAT supercompetitors (Tables 4 and S1 and (Okamoto *et al.* 2018)). 

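*EcI*, listed as *Oatp74D*, rose from 188 ± 11.5 to 319 ± 35.5 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 0.76 (standard error 0.136, adjusted p = 0.00533, edgeR). It lies on chromosome 3L from 17487118 to 17511693. In Myc supercompetitors it was at 152 ± 29.6 CPM (log2 fold change -0.30, adjusted p = 0.326), and hop and Myc differed by 1.06 when tested directly (adjusted p = 0.000325). The call of *Oatp74D* ended without gfp 3 (adjusted p = 0.0543).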

Since the *EcI* locus does not contain STAT binding sites, it remains unclear how *EcI* is upregulated in STAT winners, but it may be an indirect target.

**Table 4:** Expression of genes in the ecdysone pathway or ecdysone responsive genes in STAT supercompetitors

Gene	Fold Change (*hop vs. gfp*)	Adjusted p-value (*hop vs. gfp*)
*Eip75B*	1.36	0.0131
*ftz-f1*	1.82	0.00345
*EcR*	1.45	0.0417
*ImpE1*	1.66	0.0246
*Cyp18a1*	3.21	4.262 x 10^−5^
*Oatp74D*	1.69	7.191 x 10^−5^
*Iswi*	1.34	0.0106
*swi2*	1.73	0.0478
*E(bx)*	1.33	0.0180
*hid*	1.50	0.0164
*rpr*	2.05	0.00657
*Blimp-1*	0.53	0.00532
*let-7-C*	0.50	0.0249
*DopEcR*	0.61	0.0722

We used *in situ* hybridization to validate some ecdysone pathway genes upregulated in STAT supercompetitors. As a proof of principle, we first assessed the expression pattern of *hop* (the mis-expressed gene in the STAT RNA-seq) and *Socs36E*, the best characterized JAK/STAT target gene (Bach *et al.* 2007). *hop* mRNA was expressed at low levels in control wing discs (Figure 5A) and, as predicted, was upregulated along the entire *dpp* domain in *dpp > hop* discs (Figure 5B, arrow). *Socs36E* mRNA is restricted to the presumptive hinge domain in control discs (Figure 5C). In *dpp > hop* discs, *Socs36E* mRNA is ectopically induced along the *dpp* stripe (Figure 5D, arrow).

**Figure 5:**
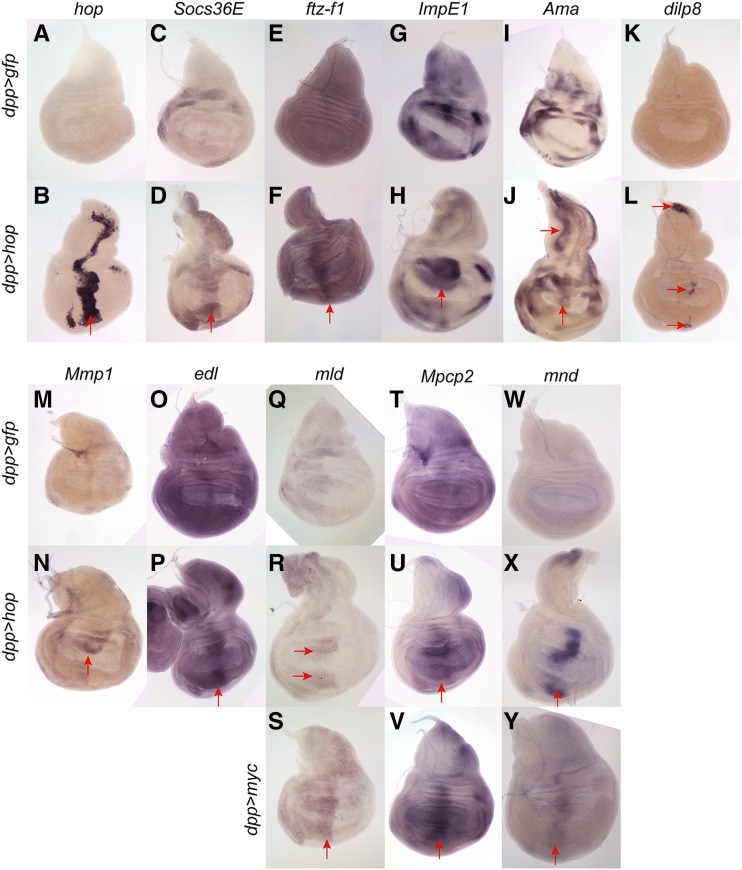
Validation of genes upregulated in STAT supercompetitors. *in situ* hybridization for genes upregulated in STAT supercompetitors (A-P) and genes upregulated in both STAT and Myc supercompetitors (Q-Y). At least 10 discs of each genotype were analyzed for expression pattern of each RNA probe, and the representative image of the expression pattern is shown. (A-B) *hop* is expressed at low levels in control (*dpp > gfp*) discs (A) but is upregulated along the *dpp* domain in *dpp > hop* discs (B, arrow). (C-D) *Socs36E* is expressed in several distinct patches in the dorsal, lateral and ventral hinge in a control disc (C) but is increased along the *dpp* domain in a *dpp > hop* disc (D, arrow). (E-F) *ftz-f1* is expressed at low levels in a control disc (E) but is induced in STAT supercompetitors located in the *dpp* domain (F, arrow). (G-H) *ImpE1* is expressed in numerous discrete patches in a control (*dpp > gfp*) disc (G) and is upregulated in the dorsal hinge in a *dpp > hop* disc (H, arrow). (I-J) *Ama* is expressed in many patches of cells in the hinge and notum in a control disc (I) but is upregulated along the *dpp* domain in a *dpp > hop* disc (J, arrows). (K-L) *dilp8* is expressed at low levels in a control (*dpp > gfp*) disc (K) but is induced in several distinct regions in the notum, hinge and pouch in a *dpp > hop* disc (L, arrows). (M-N) *Mmp1* is expressed at low levels in a control (*dpp > gfp*) disc (M) but is upregulated within the dorsal hinge in a *dpp > hop* disc (N, arrow). (O-P) *edl* is expressed robustly and ubiquitously in a *dpp > gfp* disc (K) but is upregulated in along the *dpp* domain in a *dpp > hop* disc (L, arrow). (Q-S) *mld* is expressed at moderate levels in anterior cells in a control wing disc (Q). *mld* is upregulated in both the dorsal and ventral hinge in a *dpp > hop* disc (R, arrows) and along the entire *dpp* domain in a *dpp > Myc* disc (S, arrow). (T-V) *Mpcp2* is expressed robustly in a control wing disc (T). *Mpcp2* is upregulated in the *dpp* domain in a *dpp > hop* (U, arrow) and a *dpp > Myc* disc (V, arrow). (W-Y) *mnd* is expressed at low levels in a control wing disc (W). *mnd* is upregulated in the *dpp* domain in a *dpp > hop* (X, arrow) and a *dpp > Myc* disc (Y, arrow). Genotypes (A, C, E, G, I, K, M, O, Q, T, W) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/+* (B, D, F, H, J, L, N, P, R, U, X) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-hop* (S, V, Y) *w/w*; *+/+*; *dpp-gal4*, *UAS-gfp/UAS-Myc*.

Having proven the efficacy of *in situ* for validating differentially expressed genes in the RNA-seq, we next turned our attention to some ecdysone pathway genes. 

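*ftz-f1* was at 62.8 ± 1.32 CPM in the control, 113 ± 15.9 CPM in STAT supercompetitors and 90.4 ± 30.4 CPM in Myc supercompetitors (mean ± SD, n = 3). Its log2 fold change of 0.85 (standard error 0.208, adjusted p = 0.0299, edgeR) in hop stands beside 0.53 in Myc (adjusted p = 0.255), and the direct difference between hop and Myc, 0.32, had an adjusted p of 0.357. It lies on chromosome 3L from 18750607 to 18801309, and its exons share bases with the non-coding *CR45939*. The call of *ftz-f1* ended without gfp 1 (adjusted p = 0.0647), gfp 2 (0.113), gfp 3 (0.125) and hop 3 (0.111). In Myc it passed the threshold without Myc 2 (adjusted p = 0.0109).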

Ftz-f1 is a nuclear hormone receptor expressed normally at high levels in mid-prepupal stages, when it acts as a critical competence factor for the response to the late pupal ecdysone pulse (Woodard *et al.* 1994; Broadus *et al.* 1999). *ftz-f1* is significantly upregulated in STAT winners (1.83 fold, *P* < 0.00345) but not in Myc winners (Table 1), and, as noted above, *ftz-f1* has 1 Stat92E binding site (Table S5). Consistent with its induction in mid-pupariation, *ftz-f1* mRNA is expressed at low levels in control third instar wing discs (Figure 5E). It is upregulated in STAT supercompetitors along most of the *dpp* stripe (Figure 5F, arrow). An early ecdysone response gene *ImpE1* encodes a protein similar to a low-density lipoprotein receptor (Natzle *et al.* 1988; Natzle 1993). 

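*ImpE1*, an ecdysone-inducible gene, was at 361 ± 62.8 CPM in the control, 629 ± 156 CPM in STAT supercompetitors and 265 ± 108 CPM in Myc supercompetitors (mean ± SD, n = 3). It had a log2 fold change of 0.80 (standard error 0.315, adjusted p = 0.163, edgeR) in hop and -0.45 in Myc (adjusted p = 0.619). The direct difference between hop and Myc was 1.25 (adjusted p = 0.057). *ImpE1* passed the threshold in hop without Myc 3 (adjusted p = 0.031) and by DESeq2 (0.0223).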

*ImpE1* is upregulated 1.6 fold (*P* < 0.0246) in STAT supercompetitors but not in Myc supercompetitors (Table 1), and the gene has 1 Stat92E binding site (Table S5). *ImpE1* mRNA is expressed in several distinct patches in a control third instar wing disc (Figure 5G), and it is upregulated in STAT supercompetitors located in the dorsal hinge in *dpp > hop* discs (Figure 5H, arrow).

### Validation of other genes differentially regulated in STAT supercompetitors

Because STAT supercompetitors non-autonomously cause the death of wild-type neighboring cells, we next examined differentially expressed genes that encode secreted or transmembrane proteins. Amalgam (Ama) is a secreted Ig-domain containing protein that mediates cell-cell-adhesion (Seeger *et al.* 1988; Fremion *et al.* 2000; Zeev-Ben-Mordehai *et al.* 2009; Özkan *et al.* 2013). It is significantly upregulated (2.32 fold, 4.11 × 10^−6^) in STAT supercompetitors but not in Myc supercompetitors (Table 1). 

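*Ama*, which encodes a secreted immunoglobulin-domain protein, rose from 32.9 ± 0.894 to 83.3 ± 17.8 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 1.34 (standard error 0.22, adjusted p = 0.00364, edgeR). Its exons share bases with the non-coding *CR45593*. In Myc supercompetitors it was at 22.8 ± 7.27 CPM (log2 fold change -0.54, adjusted p = 0.283), and hop and Myc differed by 1.88 when tested directly (adjusted p = 0.000186). Of 26 matrix and adhesion genes fixed as a list, 4 were higher (*Ama*, *Mmp1*, *dp* and *sas*) and 1 was lower (*Cg25C*, a collagen IV gene, -1.27, adjusted p = 0.00981), with 9 higher and 5 lower adjusted over the list alone. The median log2 fold change was 0.20 while the mean was near 0, and camera gave an adjusted p of 0.315. The 4 higher genes became 2 without gfp 2, 1 without gfp 3 and 9 without Myc 1, and the lower became 0 without gfp 2, 0 without gfp 3, 0 without hop 3 and 4 without Myc 1.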

*Ama* mRNA is observed in numerous discrete domains in the presumptive hinge and notum in control discs (Figure 5I). It is induced in the *dpp* domain in *dpp > hop* discs (Figure 5J, arrows). *Drosophila* insulin-like peptide 8 (Dilp8, Flybase Ilp8) is a relaxin-like protein that controls developmental timing by regulating the release of ecdysone by neuroendocrine cells in the brain (Colombani *et al.* 2012; Garelli *et al.* 2012; Colombani *et al.* 2015; Garelli *et al.* 2015; Vallejo *et al.* 2015). *dilp8* transcripts are significantly upregulated (3.91 fold, *P* < 8.01 × 10^−13^) in STAT supercompetitors but not in Myc supercompetitors (Table 1). However, despite the upregulation of *dilp8* transcripts in STAT winners, *dpp > hop* animals are not developmentally delayed (see above), possibly because the amount of ectopic *dilp8* in *dpp > hop* discs is insufficient to activate Lgr3-expressing neurons in the brain (Colombani *et al.* 2015; Garelli *et al.* 2015; Vallejo *et al.* 2015). *dilp8* is present at low levels in control wing discs (Figure 5K) and is upregulated in several discrete areas along the *dpp* stripe in *dpp > hop* discs (Figure 5L, arrows). 

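*dilp8*, listed as *Ilp8*, rose from 6.15 ± 1.47 to 30.5 ± 5.37 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 2.31 (standard error 0.272, adjusted p = 0.000189, edgeR). It lies on chromosome 3L from 17029812 to 17032080, and its exons share bases with *CG7730* and the non-coding *CR45756*. In Myc supercompetitors *dilp8* was at 10.0 ± 2.18 CPM (log2 fold change 0.71, adjusted p = 0.242), and hop and Myc differed by 1.60 when tested directly (adjusted p = 0.00226).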

Matrix metalloproteinase 1 (Mmp1) is a secreted protease that cleaves substrates in the extracellular matrix and regulates tissue remodeling and wound healing (Page-McCaw *et al.* 2003). 

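*Mmp1*, which encodes a matrix metalloproteinase, rose from 46.3 ± 5.68 to 85.9 ± 7.27 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 0.89 (standard error 0.172, adjusted p = 0.00834, edgeR). Its exons share bases with *Pof*. Myc supercompetitors were at 38.5 ± 8.58 CPM (log2 fold change -0.26, adjusted p = 0.564), and hop was 2.23-fold above Myc when tested directly (adjusted p = 0.00122). The call of *Mmp1* ended without gfp 3 (adjusted p = 0.0639).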

*Mmp1* transcripts are augmented 1.78 fold (*P* < 0.00254) in STAT winners but not in Myc winners (Table 1). *Mmp1* mRNA is expressed at low levels in a control third instar wing disc (Figure 5M), consistent with a prior report (Page-McCaw *et al.* 2003), and it is increased in STAT supercompetitors located in the dorsal hinge (Figure 5N, arrow), the hinge being the site of highest endogenous activity of the JAK/STAT pathway.

We also validated upregulated genes in STAT supercompetitors that encode in intracellular proteins. 

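*edl* was at 98.9 ± 19 CPM in STAT supercompetitors, 40.8 ± 6.91 CPM in the control and 55 ± 29.1 CPM in Myc supercompetitors (mean ± SD, n = 3). It had a log2 fold change of 1.28 (standard error 0.311, adjusted p = 0.0371, edgeR) in hop and 0.43 in Myc (adjusted p = 0.619), and the direct difference between hop and Myc was 0.84 (adjusted p = 0.125). Of 14 EGFR pathway genes fixed as a list, 2 were higher, *edl* and *aop*, a repressor acted on by the pathway whose exons share bases with *CG15382* (0.42, adjusted p = 0.048), and 1 was lower, *kek1*, a feedback inhibitor (-0.86, adjusted p = 0.000817). Adjusted over the list alone, 2 were higher and 2 lower. The median log2 fold change was -0.01 and the mean 0.09 (camera adjusted p = 0.81). The call of *edl* ended without gfp 1 (adjusted p = 0.0583), gfp 2 (0.14), gfp 3 (0.158), hop 1 (0.0888) and hop 3 (0.116). The call of *aop* ended without gfp 1 (adjusted p = 0.0746), gfp 2 (0.146), gfp 3 (0.192), hop 1 (0.0848), hop 3 (0.141) and Myc 3 (0.0546).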

ETS-domain lacking (Edl) acts downstream of MAPK to promote Epidermal growth factor receptor signaling (Baker *et al.* 2001; Tootle *et al.* 2003). *edl* transcripts are significantly upregulated in STAT supercompetitors (2.10 fold, *P* < 0.00209) but not in Myc supercompetitors (Table 1). *edl* mRNA is observed at moderate levels throughout the wing (Figure 5O) and is upregulated in STAT supercompetitors along the *dpp* domain (Figure 5P, arrow).

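*mld* rose from 270 ± 28.2 CPM in the control to 437 ± 63.9 CPM in STAT supercompetitors and 415 ± 62.6 CPM in Myc supercompetitors (mean ± SD, n = 3). It had a log2 fold change of 0.70 (standard error 0.136, adjusted p = 0.00898, edgeR) in hop and 0.62 (standard error 0.136, adjusted p = 0.0178) in Myc. Its exons share bases with *Syx18*. The call of *mld* ended without gfp 2 (adjusted p = 0.0604) and gfp 3 (0.0725). In Myc it ended without gfp 2 (adjusted p = 0.121) and gfp 3 (0.126).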

Finally, we validated genes differentially upregulated in both STAT and Myc supercompetitors. *molting defective* (*mld*) encodes a nuclear, zinc-finger domain protein required for ecdysone biosynthesis (Neubueser *et al.* 2005). *mld* is significantly increased in both STAT and Myc supercompetitors compared to controls (1.61 fold, *P* < 0.0004 for STAT and 1.61 fold, *P* < 0.0004 for Myc, Table 1). *mld* mRNA is expressed at low levels in a control third instar wing disc, higher in the anterior domain than the posterior (Figure 5Q). *mld* is increased in STAT supercompetitors located in the dorsal and ventral hinge (Figure 5R, arrows) and in Myc supercompetitors located in the *dpp* domain in the pouch (Figure 5S, arrow). 

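*Mpcp2*, which encodes a mitochondrial phosphate carrier, was at 355 ± 38.3 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of 0.58 (standard error 0.116, adjusted p = 0.00981, edgeR) against the control. It was lower in hop than in Myc when tested directly, by a log2 fold change of -0.47 (adjusted p = 0.0255). The gene lies on chromosome 3L from 14537651 to 14540441. The call of *Mpcp2* ended without gfp 2 (adjusted p = 0.0687).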

As noted above, *Mpcp2* is significantly upregulated in both STAT and Myc supercompetitors (1.50 fold, *P* < 0.00172 for Hop; 2.02 fold, *P* < 1.036 × 10^−10^ for Myc, and Table 1). Mpcp2 is a nuclear-encoded, mitochondrial inner membrane transporter that facilitates the movement of metabolites, nucleotides and cofactors across this mitochondrial membrane (Palmieri 2013). 

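*mnd* rose from 57.9 ± 5.73 CPM in the control to 94.3 ± 16.1 CPM in STAT supercompetitors and 110 ± 12.8 CPM in Myc supercompetitors (mean ± SD, n = 3). It had a log2 fold change of 0.70 (standard error 0.15, adjusted p = 0.0133, edgeR) in hop and 0.93 (standard error 0.15, adjusted p = 0.00296) in Myc. The call of *mnd* ended without gfp 1 (adjusted p = 0.0534), gfp 2 (0.0526) and gfp 3 (0.0607).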

*Mpcp2* is expressed at moderate and fairly uniform levels in a control third instar wing disc (Figure 5T) and is upregulated in *dpp > hop* and *dpp > Myc* discs in the *dpp* domain of the pouch and hinge (Figure 5U and V, arrows). *minidiscs* (*mnd*) encodes a leucine amino acid transporter (Martin *et al.* 2000; Reynolds *et al.* 2009). *mnd* is significantly upregulated in both STAT and Myc supercompetitors (1.59 fold, *P* < 0.0103 for Hop; 1.82 fold, *P* < 0.000432 for Myc and Table 1). *mnd* is expressed a low level in a control disc (Figure 5W) but is upregulated along the *dpp* stripe in *dpp > hop* and *dpp > Myc* discs (Figure 5X and 5Y, arrows).

### Establishing a quantitative assay for supercompetition

We developed an assay to quantify supercompetitor-induced apoptosis of wild-type neighbors (see Materials and Methods). We generated random clones mis-expressing GFP alone (*i.e.*, control clones) or GFP plus Hop (*i.e.*, STAT supercompetitor clones) precisely at 48 hr AED. We dissected wing discs 72 hr later (at 120 hr AED). After scanning the samples on a confocal microscope, we used Image J to outline the clone (Figure 6A-A’) and then to draw another line representing 10 cell-diameters from the clone boundary (Figure 6A”-A”’). We then counted the number of apoptotic wild-type cells within the area between the two lines. There were significantly more dead wild-type cells neighboring STAT supercompetitors than those neighboring control clones (Figure 6F, compare purple to blue bar, *P* < 0.001). Clonal mis-expression of Hop induces STAT activation in a cell-autonomous manner (Figure 6C), whereas clonal mis-expression of GFP does not (Figure 6B). To prove that the competitive stress inflicted by supercompetitors was due to increased JAK/STAT pathway activity, we depleted *Stat92E* from both types of clones. This resulted in a robust autonomous decrease in STAT antibody reactivity in both types of clones (Figure 6D,E). Depletion of *Stat92E* from STAT supercompetitors substantially reduced their competitive properties, as assessed by significantly fewer apoptotic wild-type neighbors (Figure 6F, compare purple bar to red bar, *P* < 0.001). In fact, Hop clones depleted for *Stat92E* were now indistinguishable from control clones with respect to neighbor death (Figure 6F, no significant difference between the red and blue bars). As expected, depletion of *Stat92E* from control clones did not affect their wild-type neighbors (Figure 6F, no significant difference between yellow and blue bars).

**Figure 6:**
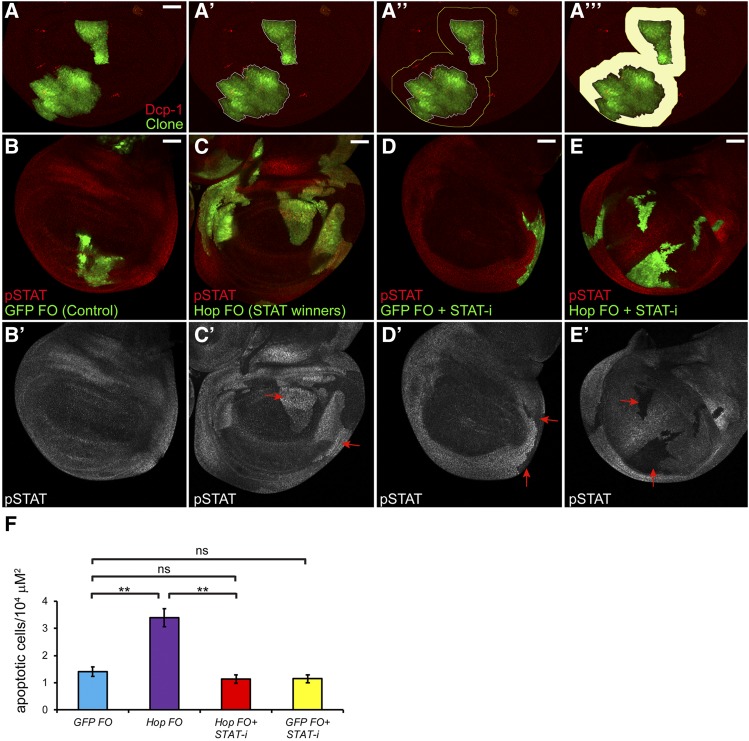
Quantitative assay for supercompetition. (A) A representative wing disc with Hop flip-out clones (green) labeled with Dcp-1 (red) to mark apoptotic cells. We used Image J to outline the Hop flip-out clones (A’) and then drew a second line 10-cell diameters away from the clone boundary (A”). We counted the number of dying cells within the shaded area (A’”). (B) Control GFP flip-out (*GFP FO*) clones (green) do not have activated STAT (red, labeled pSTAT). (C) Hop flip-out (*Hop FO*) clones (green) ectopically activate STAT (C’, arrows). (D) Control GFP flip-out clones expressing a *UAS-Stat92E* RNAi construct (green, labeled *GFP FO + STAT-i*) display autonomous loss of STAT (D’, arrows). (E) Hop flip-out clones expressing a *UAS-Stat92E* RNAi construct (green, labeled *Hop FO + STAT-i*) display autonomous loss of STAT (E’, arrows). Note: in B-E, the clones were not induced in timed embryo collections and hence they are of varying sizes. Scale bar indicates 50 µM. (F) Graph displays the number of apoptotic (Dcp-1-positive) wild-type neighbors per unit area (10^4^ µM^2^). There are significantly more apoptotic neighbors of STAT supercompetitors (*Hop FO*, purple bar) than control clones (*GFP FO*, blue bar). When *Stat92E* is depleted from STAT supercompetitors (*Hop FO + STAT-i*, red bar), there is a significant reduction in the number of apoptotic wild-type neighbors. By contrast, depletion of *Stat92E* from control clones (*GFP FO + STAT-i*, yellow bar) does not alter the viability of wild-type neighbors. ** *P* < 0.001; “ns” is not significant. Genotypes (A, C) *y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *UAS-hop/+* (B) *y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *+/+* (D) *y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *UAS-Stat92E^HMS00035^/+* (E) *y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *UAS-hop/UAS-Stat92E^HMS00035^* (F) *y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *+/+ y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *UAS-hop/+ y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *UAS-Stat92E^HMS00035^/+ y*, *w*, *hs-flp^122^/+*; *act > y+>gal4*, *UAS-gfp/UAS-Dcr-2*; *UAS-hop/UAS-Stat92E^HMS00035^*.

## Discussion

Here we report the transcriptional profiling of highly purified STAT or Myc supercompetitors from wing imaginal discs. We demonstrate that the transcriptional profiles of these two type of competitors are largely distinct, with only 41 genes that are differentially regulated in both data sets. 

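Tested directly, 323 genes were higher and 360 lower in STAT than in Myc supercompetitors at both thresholds. Of the 730 genes that changed in STAT supercompetitors, 289 also differed between hop and Myc, and of the 276 that changed in Myc supercompetitors, 88 did. Groups of genes differed as well. Cytosolic ribosomal proteins (camera adjusted p = 9.85e-10, adjusted p = 0.424 with an estimated correlation), mitochondrial ribosomal proteins (camera adjusted p = 7.14e-12, adjusted p = 0.14 with an estimated correlation) and oxidative phosphorylation genes (camera adjusted p = 7.34e-07, adjusted p = 0.298 with an estimated correlation) were lower in hop as sets. Notch targets (camera adjusted p = 2.97e-06, adjusted p = 0.133 with an estimated correlation) and glutathione S-transferases (camera adjusted p = 6.48e-05, adjusted p = 0.133 with an estimated correlation) were higher. Single genes with large differences were *SK* (log2 fold change 3.17, adjusted p = 4.92e-05) and the Notch target *dpn*, whose exons share bases with the antisense RNA *CR44275* (1.57, adjusted p = 0.000541), both higher in hop. *Sam-S* (-0.84, adjusted p = 0.000249) and *ND-13A* (-1.61, adjusted p = 0.0113) were lower in hop. Across the tested genes, the log2 fold changes of hop and Myc against gfp had a Pearson correlation of 0.457. Sets simulated with no change and shared controls gave 0.494 on average, so this correlation alone does not measure likeness. The covariance was 0.165, against 0.0673 on average and 0.0705 at most in the 20 simulated sets. Genes varied independently in these sets, which hold no shift of a whole library like that of Myc 1. The covariance therefore does not measure likeness either. Together the 683 genes became 307 without hop 1, 348 without hop 3, 2246 without Myc 1, 273 without Myc 2 and 258 without Myc 3.

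**Figure D4:**
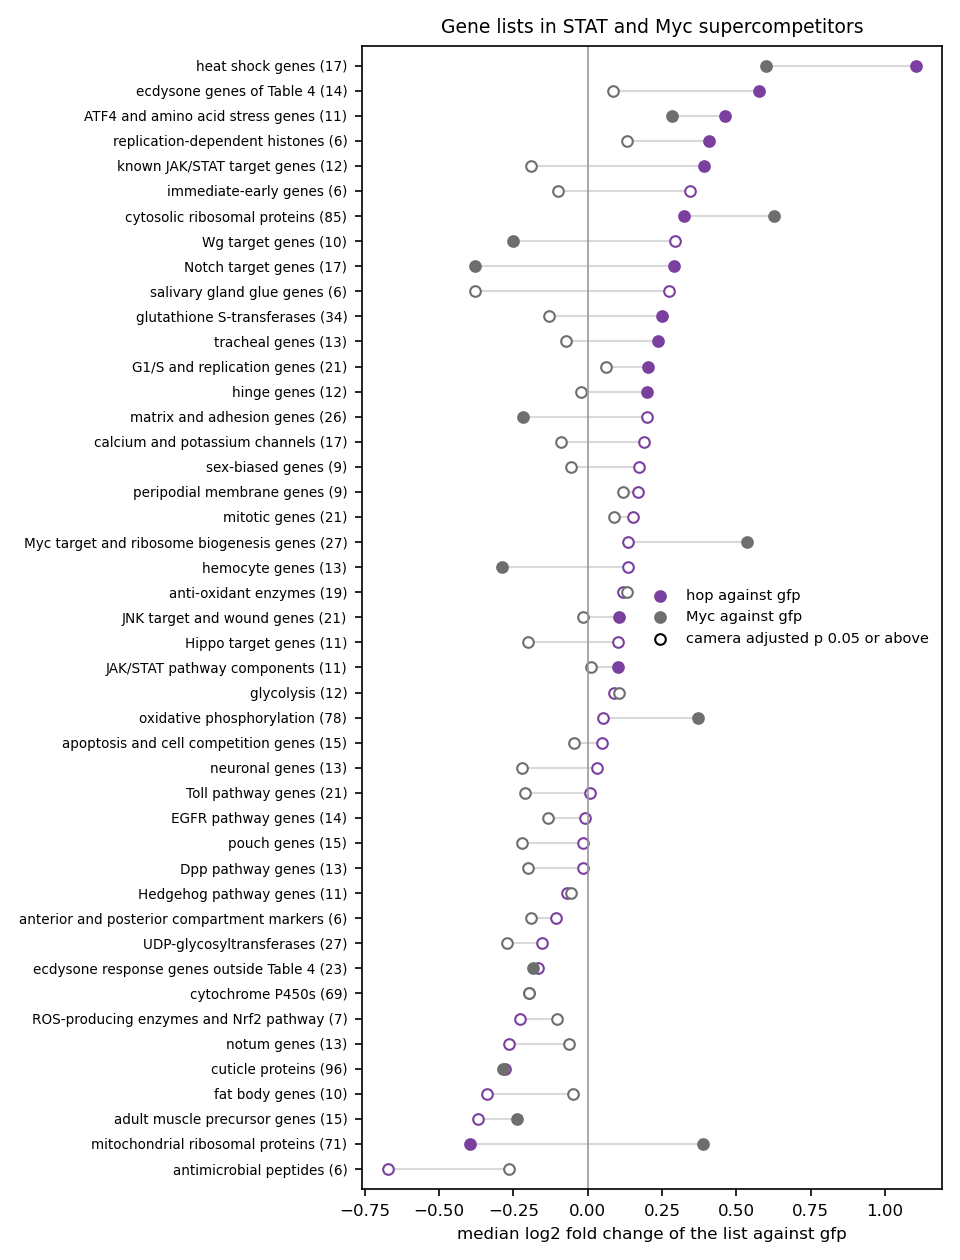
Median log2 fold change against gfp of the 45 gene lists in hop and Myc libraries, with the number of tested genes beside each list. Filled points have a camera adjusted p under 0.05 at a preset correlation of 0.01, and none has with an estimated correlation. Heat shock genes have the highest median in hop and cytosolic ribosomal proteins the highest in Myc.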

Our interest lies in identifying JAK/STAT target genes that regulate the competitive abilities of STAT supercompetitors. Using a combination of protein traps, immunofluorescence and *in situ* hybridization, we validated numerous upregulated genes in STAT supercompetitors, including several genes encoding secreted or transmembrane proteins. Our characterization of differentially regulated genes in STAT winners demonstrates that they have increased ROS generation, and, presumably as a result of this, an anti-oxidant response. Recent work has proposed that an anti-oxidant response is a hallmark of cells heterozygous for a ribosomal gene that can be outcompeted when confronted by wild-type cells (Kucinski *et al.* 2017). Our work demonstrates that STAT supercompetitors have a similar signature, suggesting that the anti-oxidant response is not a universal marker of less fit cells. 

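Of 19 genes of anti-oxidant enzymes fixed as a list, 1 was higher in STAT supercompetitors, *Sesn*, which encodes a sestrin (log2 fold change 0.68, standard error 0.184, adjusted p = 0.0367, edgeR). It rose from 53.5 ± 2.6 to 86.1 ± 18.8 CPM (mean ± SD, n = 3), and its exons share bases with *CG46429* and *mir-4979*. None of the list was lower, with 1 higher and 0 lower adjusted over the list alone. With an unadjusted p under 0.05, 2 were higher and 1 lower in edgeR, and DESeq2 called 1 higher and 0 lower. The median log2 fold change of the list was 0.12 (camera adjusted p = 0.541). The call of *Sesn* ended without gfp 1 (adjusted p = 0.0845), gfp 2 (0.144), gfp 3 (0.114), hop 1 (0.0613) and hop 3 (0.162).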

In the future, we will need to determine whether *Duox* upregulation causes the anti-oxidant response and whether *Duox* and *cnc* are required for the competitive properties of STAT winners.

We report here that the established Jun N-terminal kinase (JNK) target *Mmp1* is significantly upregulated in STAT winners, and this result suggests that JNK signaling in increased in STAT winners. 

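Of 21 JNK target and wound genes fixed as a list, 4 were higher in STAT supercompetitors (*Mmp1*, *Ilp8*, *Xrp1* and *ftz-f1*) and none was lower in edgeR. Lower members numbered 0 at an unadjusted p under 0.05 and 0 by DESeq2, and adjusted over the list alone 5 were higher. *Xrp1*, which encodes a bZIP protein of stress and cell competition, had a log2 fold change of 0.55 (standard error 0.135, adjusted p = 0.0261), and *puc*, a JNK target that encodes a phosphatase, had 0.43 (adjusted p = 0.148). In Myc supercompetitors 1 was lower (*Mmp2*, whose exons share bases with the antisense RNA *CR44069*, -0.69, adjusted p = 0.0102). The list was shifted upward as a set in hop (camera adjusted p = 0.0313, adjusted p = 0.434 with an estimated correlation), and the value was 0.0617 without gfp 3, 0.0725 without hop 3, 0.0513 with the replicate number as a block and 0.326 without the genes the paper names. The 4 genes became 2 without gfp 1, 2 without gfp 2, 1 without gfp 3, 2 without hop 3 and 7 without Myc 1, and the call of *Mmp2* in Myc ended without gfp 1 (adjusted p = 0.0594), gfp 2 (0.0865) and Myc 2 (0.0546).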

Prior work has shown that *ftz-f1* can be upregulated by JNK in imaginal discs (Külshammer *et al.* 2015). Consistent with increased JNK signaling in STAT winners, *ftz-f1* is increased in STAT winners compared to control cells. JNK is required in wild-type winners to eliminate polarity-deficient losers (Ohsawa *et al.* 2011), and in the future, we will need to determine if JNK signaling facilitates the competitive properties of STAT winners. We will also need to address how JNK signaling is activated in STAT winners, particularly whether JNK is activated downstream of Duox or ROS generation in these cells.

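None of the 14 ecdysone genes of Table 4 was called in Myc supercompetitors by edgeR, also when adjusted over the list alone. By unadjusted p under 0.05, 2 were higher and 4 lower, and DESeq2 called 0 higher and 0 lower. Without Myc 2, *ftz-f1* was called higher (adjusted p = 0.0109) and *let-7-C* lower (0.0316) in Myc supercompetitors, and limma-voom with quality weights, chosen after seeing the data, called 2 lower. *Eip75B* had a log2 fold change of -0.32 in Myc (standard error 0.107, adjusted p = 0.154) and differed between hop and Myc by 0.71 when tested directly (adjusted p = 0.00133). *Cyp18a1* had 1.59 in Myc (adjusted p = 0.0892), and hop and Myc differed by 1.23 (adjusted p = 0.0774). Of 23 other ecdysone response genes, 1 was higher in Myc supercompetitors (*Eip55E*, 0.91, adjusted p = 0.00742) and 2 were lower (*Eip78C*, -0.66, adjusted p = 0.0445, and *ImpE3*, -0.95, adjusted p = 0.0443), with 1 higher and 3 lower adjusted over the list alone. Those 23 genes had a median log2 fold change of -0.19 in Myc and -0.17 in hop, where the set was not called (camera adjusted p = 0.817). In Myc they were shifted downward as a set (camera adjusted p = 0.0351, adjusted p = 0.325 with an estimated correlation). The set value was 0.05, 0.0984, 0.0805 and 0.0656 without gfp 1, gfp 2, Myc 2 and Myc 3, and the 3 single calls ended without gfp 1, gfp 2, gfp 3, hop 1, hop 2, hop 3, Myc 1, Myc 2 or Myc 3, where the adjusted p of those lost lay between 0.0502 and 0.227.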

STAT supercompetitors have increased ecdysone signaling and this is not shared with Myc supercompetitors. We suggest that the significantly increased expression of *EcI*, the transporter required for ecdysone movement into cells, may underlie the heightened ecdysone responses in STAT supercompetitors, but future work will be needed to test this model. Recent work has shown that ecdysone signaling promotes growth of imaginal discs (Herboso *et al.* 2015; Neto *et al.* 2017). Work from the Casares and Aerts labs has shown that mis-expressing transcription factors Homothorax (Hth) and Teashirt (Tsh) in the early eye disc causes a significant increase in *ftz-f1* and a significant decrease in *Hormone receptor 3* (*Hr3*, also called *Dhr3* or *Hr46*) and in *Blimp-1*. They reported that changes in these genes promote proliferation of undifferentiated eye disc progenitors (Neto *et al.* 2017). 

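*Blimp-1*, which encodes a transcriptional repressor induced by ecdysone, was at 150 ± 23.2 CPM in the control, 68.6 ± 23.9 CPM in STAT supercompetitors and 88.3 ± 36.2 CPM in Myc supercompetitors (mean ± SD, n = 3). It had a log2 fold change of -1.13 (standard error 0.338, adjusted p = 0.0811, edgeR) in hop and -0.77 in Myc (adjusted p = 0.347). The adjusted p of *Blimp-1* in hop was under 0.05 without Myc 3 (adjusted p = 0.00963), by DESeq2 (0.00468) and by limma-voom.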

STAT winners share some elements of this Hth+Tsh profile, as they significantly upregulate *ftz-f1* and significantly downregulate *Blimp-1* (Table 4). However, *Hr3* is not differentially expressed in these cells. 

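*Hr3*, which encodes a nuclear receptor of the ecdysone cascade, is listed only in the normalized table, and its reads were recovered from it. It was at 38.2 ± 8.56 CPM in the control, 31.5 ± 10.8 CPM in STAT supercompetitors and 29.4 ± 15.6 CPM in Myc supercompetitors (mean ± SD, n = 3). Its log2 fold change was -0.28 in hop (standard error 0.382, adjusted p = 0.695, edgeR on the recovered reads) and -0.38 in Myc (adjusted p = 0.759).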

Future work will be needed to address if *ftz-f1* and *Blimp-1* are required for the proliferation and/or growth of STAT winners.

Eip75B is a heme-binding nuclear receptor that acts as a transcriptional repressor by inhibiting Hr3 (Reinking *et al.* 2005). When nitric oxide, the product of the sole *Drosophila* nitric oxide synthase (Nos), binds to the heme center, the interaction between Eip75B and Hr3 is curtailed. This liberates Hr3 to function as a transcriptional co-activator and induce expression of target genes, particularly *ftz-f1* (Caceres *et al.* 2011). The fact that *Eip75B* and *ftz-f1* transcripts are both significantly upregulated in STAT supercompetitors suggests that nitric oxide levels are low in these cells. Although confirmation of this awaits the results of future work, it is intriguing to note that *Nos* is significantly downregulated (0.501 fold change, *P* < 0.000954) in STAT winners (Table S1). It is also interesting to note that Eip75B is proposed to function as a redox sensor because the oxidation state of the heme center dictates whether it can interact with its heterodimeric partner Hr3. It will be important to determine whether the anti-oxidant response in STAT winners impacts the Eip75B heme center.

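*Nos*, which encodes nitric oxide synthase, fell from 57.5 ± 2.59 to 25.3 ± 7.59 CPM in STAT supercompetitors (mean ± SD, n = 3), a log2 fold change of -1.18 (standard error 0.208, adjusted p = 0.00494, edgeR). It lies on chromosome 2L from 10804274 to 10837511. In Myc supercompetitors *Nos* was at 46.7 ± 8.56 CPM (log2 fold change -0.30, adjusted p = 0.581), and hop and Myc differed by -0.88 when tested directly (adjusted p = 0.0207).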

Taken together, our transcriptomic data indicate that STAT winners are distinct from other kinds of winners. This in turn supports the concept that there are multiple types of cell competition, as opposed to a universal one, with different triggers and effectors. These transcriptomes should be valuable resources for others in the field of cell competition.

How the deposited data were processed for this re-analysis (not part of the article)

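RNA was sequenced from GFP-positive cells sorted from wing discs in which the *dpp* domain expressed GFP alone (gfp), GFP and *hop* (STAT supercompetitors) or GFP and *Myc* (Myc supercompetitors), with 3 libraries per genotype and 9 in all. Each library came from at least 60 discs at 110 to 115 hr AED.

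The authors made the raw counts by aligning the reads to dm6 with STAR, removing PCR duplicates with Picard and counting reads on the exons of each gene with HTSeq. The deposited counts are whole numbers for 16492 gene symbols and sum to 5110634 to 6104490 per library. The authors made the signal values of the normalized table by dividing counts of each library by its size factor, against an annotation with 17408 symbols, of which 15974 are shared with the raw table. Multiplied back, 100% of these values lay within 0.02 of a whole read, and 12111 shared symbols had identical reads in all 9 libraries. The versions of these tools, the annotation release and the strand setting are not given in the sources used here. The sample labels and the paper differ on the RNA selected (polyadenylated or total RNA) and on the eye-color genotype of the flies, and this was not resolved.

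From the raw counts, genes were kept by filterByExpr, which left 12741, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, all 9 libraries in the fit, 6 residual degrees of freedom and Benjamini-Hochberg adjustment. The comparisons were hop against gfp, Myc against gfp and hop against Myc, the last of which tests the difference itself. Counts of changed genes use an adjusted p under 0.05 and a fold change of at least 1.5, and single genes and members of lists use the adjusted p alone. A set of 45 gene lists was fixed before the data were examined and tested with camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over all lists and both comparisons with gfp. Some lists hold genes that the paper reports as changed in these libraries, and calls of those genes are not independent evidence. Set tests of hop against Myc were adjusted over the lists of that comparison. Principal components were taken from log2 CPM (prior count 2) of the 500 genes with the largest variance. The common dispersion was 0.0488. Coordinates and shared exon bases are from the BDGP6 annotation, to which 11947 symbols of the raw table were matched as they stand and 4255 as synonyms, while 290 were not matched.

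Genes are named by a rule fixed before the data were examined. For each comparison with gfp it takes the 10 genes with the largest increase and the 10 with the largest decrease among those past both thresholds, with groups that do not overlap and a mean of at least 1 CPM. It also takes every gene the paper names as measured by RNA-seq, up to 4 called members of each list with the smallest p, and up to 4 members with the highest CPM of lists of cell type, compartment or sex markers. The values in the paper's tables had been seen when the rule was written.

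For a gene with no count in a group, a bound of the fold change takes 3 counts over the group as the floor. The reads carry no molecular identifiers, so bounds cover counting error only. The labels number the libraries from 1 to 3 in each genotype. The paper describes triplicate samples and no pairing of these numbers, so the libraries were treated as independent.

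On simulated counts of the same depth and spread, the test recovered 7 of 67 genes changed 1.5-fold (10.4%), 29 of 67 changed 2-fold and 56 of 66 changed 4-fold, all with the right sign, and called 8 unchanged genes of 12373 tested. In a simulated comparison with no change it called 2. Fewer genes were changed in the simulation than were called in hop against gfp, and genes varied independently. With fewer changed genes the adjustment is stricter, so the shares recovered may be too low for the data.

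Alternatives fixed before the data were examined were RLE and upper quartile normalization, no filter on low counts, at least 10 counts in every library, DESeq2 1.42.0 with and without shrunken fold changes, limma-voom, glmTreat against a fold change of 1.5, the 6 libraries compared alone, the replicate number as a block, other fold thresholds, and each library left out in turn. Alternatives chosen after seeing the data were the recovered reads, leaving out gfp 1 and Myc 1 together, and limma-voom with quality weights. The search for Stat92E motifs was not run, because no genome sequence was used here. The pools in which libraries were sequenced are not assigned to libraries in the sources used here, so no test by pool was made. Measurements other than RNA-seq were not analysed here.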

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

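Of the tests below, those of *hop* RNA, of cells of another type and of chance placement were chosen after the result was seen, and those of library size, a strain variant, overlapping genes and other splits before.

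The Myc 1 library lay at 0.759 on the first principal component, on a scale from 0 at the gfp mean to 1 at the hop mean. The tables argue against *hop* RNA in Myc 1 as the cause. *hop* was at 58.6 CPM in Myc 1, which is 0.733 of the highest level of the other Myc and gfp libraries (80.0 CPM), while the position would need 1013 CPM. They also argue against library size, since Myc 3 lay at -0.0575 with 5949072 counts, against 5928360 in Myc 1. With every library thinned to 5110634 reads the position of Myc 1 was 0.764. The totals were close before thinning (5110634 to 6104490), so thinning alone is a weak test. Cells of another type stay open. Of 7 lists of cell type markers, salivary gland glue genes came closest, with a median log2 difference of 0.36 between Myc 1 and the other Myc libraries and 0.30 (0.295, standard error 0.287) between hop and gfp, and these intervals are too wide to decide. Their most abundant members, *Sgs3* and *Sgs8*, were at 9.47 and 7.68 CPM in Myc 1, and whether sorting for GFP removed such cells was not tested. Of the 45 lists, heat shock genes had the largest median log2 differences. These were 0.83 between Myc 1 and the other Myc libraries and 1.10 between hop and gfp. The gfp 1 library also lay towards hop, at 0.222. Deviations from the group means correlated at 0.392 between gfp 1 and Myc 1 and at 0.0946 between hop 1 and Myc 1. Developmental age, dissection or sorting of Myc 1 may also differ, and neither these nor the replicate number was tested as a cause. Without Myc 1 the genes changed in hop became 1599. Myc 1 is in neither group of that comparison and acts on its count only through the fit shared by all 9 libraries. With only the 6 libraries compared, 1391 genes changed in hop.

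In some genes every library of a transgene group has reads and no gfp library does, or the reverse. The raw table has 5 such genes with at least 10 counts in each library of the group that has them, and *CR46123*, listed only in the normalized table, is 1 more by its recovered reads (hop alone). *mthl8* is read in hop alone, *CG30428* in hop and Myc, and *CG17404* and *CG3942* in every Myc library and in no gfp library, while *CG16826* is read in every gfp library and in no hop library. By the floor of 3 counts over the gfp group, *CG30428* was at least 46.5-fold higher and *CG17404* at least 45.7-fold higher in Myc than in gfp. A strain variant of a transgene stock may explain any of these genes, also those read in only 1 transgene group, such as *mthl8*. Genes that go in the opposite direction or are shared by both transgenes were looked for as a sign of it. There are 2 in the raw table (*CG16826* and *CG30428*). The explanation stays open for all these genes, because genotype and stock cannot be told apart in this design. Reads of an overlapping gene stay open as well, since a share of 0.4 of the 5 genes of the raw table (*CG30428* and *CG17404*) have exon bases in common with another annotated feature. The transgenes themselves are the biological difference of the design, and whether they act on these genes was not tested.

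In Myc supercompetitors 6 of the called genes lie in 1 window of 25 neighboring tested genes on chromosome 3R from 12197941 to 12365735. They are *CG4860*, *Rsbp15*, *CG17404*, *Cyp313a5*, *Cyp313a3* and *CG3942*, all higher in Myc. Random placement of the calls put as many in a window in a share of 0.0052 of 10000 placements (median 4), which argues against chance placement of single genes. The placements did not keep related neighbors together, such as *Cyp313a5* and *Cyp313a3*, so the share may be too small. In hop the fullest window held 7 calls, and a share of 0.174 of placements gave as many. *Rsbp15* and *CG17404* share exon bases, so their calls are not independent. A variant linked to the *Myc* transgene may lie here, but its insertion site is not given in the sources used here, and no biological explanation was tested.

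Other signals lie in groups of genes that the paper does not report as groups. Heat shock genes had a median log2 fold change of 1.10 in hop, cytosolic ribosomal proteins had 71 members higher in Myc, oxidative phosphorylation had 13 members higher in Myc, notum genes had 6 members lower in hop, and tracheal genes had a median log2 fold change of 0.24 in hop.

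Other splits of the 6 libraries of each comparison called no gene. With only the 6 libraries compared, the real split called 1391 genes for hop against gfp, 327 for Myc against gfp and 304 for hop against Myc, and the highest of the other splits called 0 by edgeR in each. In each comparison 1 of 10 splits reached the real count, which is the real split, and 10 splits are too few for a share under 0.05.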

How the results depend on the processing

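The alternatives that leave out gfp 1 and Myc 1 together and that weight libraries by quality were chosen after the data were seen. No named gene or list changed direction while called. Over 450 results for named genes and 8372 values under the alternatives fixed beforehand, 7495 kept their side of the threshold, 712 no longer passed it and 165 came to pass it. Over 90 results for lists and 1614 values, 1515 kept their side, 73 no longer passed and 26 came to pass. For the values that follow the cause was not tested, except that fewer libraries or another threshold is the construction of the setting.

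DESeq2 called 1156 genes in hop against gfp (536 higher), 421 in Myc against gfp (100 lower), 489 higher in hop than in Myc, and 59 in both (35 higher). With shrunken fold changes it called 1122 in hop (522 higher), 96 lower in Myc and 25 lower in both. In glmTreat 54 changed in hop (33 higher, 21 lower), 13 in Myc (11 and 2), 68 between hop and Myc (40 and 28) and 2 in both (2 and 0), and 6 of the paper's genes passed. With only the 6 libraries compared there were 1391 in hop (651 higher, 740 lower) and 304 between hop and Myc (162 and 142). At 2-fold there were 167 higher in hop, 76 in Myc (55 and 21), 400 between hop and Myc (172 and 228) and 16 in both (10 and 6). Without a fold threshold 67 changed in both (50 higher), and with upper quartile normalization 14 were higher in both.

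With the replicate number as a block (replicate block) there were 1414 in hop (689 and 725), 423 in Myc (122 lower), 1355 between hop and Myc (717 and 638) and 65 in both (35 and 30). Deviations from the group means correlated between -0.14 and 0.392 across genes in libraries of the same number. In 6 of 9 cases, among them all 3 of gfp with hop, a library correlated best with that of its own number, and the paper names no pairing. Without gfp 1 and Myc 1 together there were 1690 in hop (891 and 799), 182 in Myc (146 higher), 2243 between hop and Myc (1226 and 1017) and 5 lower in both. With limma-voom and quality weights there were 1425 in hop (684 and 741), 435 in Myc (124 lower), 1338 between hop and Myc (767 and 571) and 64 in both (31 lower).

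Leaving out each library in turn gave 139 (without gfp 2) to 1599 (without Myc 1) in hop, 73 to 779 higher and 66 to 820 lower; 123 to 355 in Myc, 112 to 303 higher and 11 to 88 lower; and 258 to 2246 between hop and Myc, 130 to 1217 higher and 116 to 1029 lower. In both it gave 4 to 51, 4 to 36 higher and 0 to 15 lower. The lists called ranged from 23 to 30, the paper's genes called from 17 to 45, and the share of the first principal component from 56.1 to 63.4%. With an estimated correlation 0 lists were called, and the smallest adjusted p was 0.321. Without the genes that the paper names, 7 lists were called in hop and 14 in Myc, against 14 and 13 with them. The first component held 72.0% with vst, 72.7% with rlog and 42.4% with all genes.

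The alternatives of the motif search (another motif, the upstream region alone and another threshold) were not run. On simulated counts of this depth, with fewer changed genes than were called in hop, most changes of 1.5-fold were missed. The share missed may differ in the data, but a gene that was not called was not shown to be unchanged.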

Differences from the paper's values

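The paper reports 487 genes higher in STAT supercompetitors, and 315 were found at its thresholds. Among the alternatives set before the data were examined, the value came within 1.5 times the paper's under DESeq2 (536), DESeq2 with shrunken fold changes (522), limma-voom (390), RLE (362), no filter on low counts (390), the 6 libraries compared alone (651), the replicate block (689), no fold threshold (402), and without hop 2 (365) or Myc 2 (445). It did not under glmTreat (33), 2-fold (167), at least 10 counts (244), upper quartile (244), or without gfp 1 (226), gfp 2 (73), gfp 3 (91), hop 1 (243), hop 3 (117), Myc 1 (779) or Myc 3 (324).

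Of 80 fold changes given in the paper's tables, 78 had the same direction, the exceptions being *betaTub56D* in Myc and *SPE* in hop, both near 1, and 2 differed in size. For *Cyp18a1* the paper's fold change in hop is 3.21 and the value found was 7.07, and only DESeq2 with shrunken fold changes (3.71) came within 1.5 times the paper's. For *Cyp9h1* the paper's is 1.88 and the value found was 3.46, and DESeq2 with shrunken fold changes (1.98) and leaving out hop 1 (2.69) came within it, while the other alternatives did not.

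Of 47 calls in the paper's tables 41 were also called here, and all 47 by DESeq2. The 6 others were *EcR* (adjusted p = 0.0506), *Nop60B* (0.0516), *GstD6* (0.0522), *swi2* (0.07), *Blimp-1* (0.0811) and *ImpE1* (0.163), all in hop. Besides DESeq2 with and without shrunken fold changes, the 6 libraries compared alone, the replicate block and limma-voom with quality weights (chosen after seeing the values, and dropping 0 of the paper's 47) called each of them. RLE, no filter on low counts and leaving out Myc 1 or Myc 2 called *EcR*, *GstD6* and *Nop60B*, leaving out hop 2 called *EcR* and *GstD6*, at least 10 counts, leaving out hop 1 and the recovered reads called *Nop60B*, leaving out Myc 1 called *swi2*, leaving out Myc 3 called *ImpE1* and *Blimp-1*, and limma-voom called *Blimp-1*. Leaving out gfp 1 and Myc 1 together, chosen after seeing the values, called *EcR* and *GstD6*, and of the paper's calls it dropped *nop5* and *Tif-IA* in Myc besides 4 of the 6. The recovered reads, also chosen after, dropped 5 of the 6. *Nox* was called lower here (0.0323) and is not among the paper's calls.

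The paper gives *hop* the highest fold change among genes of STAT supercompetitors. Its adjusted p ranked 1 of the genes higher in hop, and its fold change was 18.3. Without counts in gfp, *mthl8* was at least 91.8-fold and *CG30428* at least 63.1-fold higher by the floor of 3 counts over the gfp group. The paper names *pnr* as the lower gene with the strongest significance, and it ranked next to *Rim*, which had a smaller adjusted p (0.000126 against 0.000171). The paper counts *Mpcp2* among the genes changed in both supercompetitors. It had an adjusted p of 0.00981 in hop, with a log2 fold change of 0.58, just under the threshold of 0.585. Fig. 1F shows the 3 genotypes as separate clusters, and Myc 1 lay nearer to the hop libraries on the first component. That component holds about 68% in Fig. 1F, read by eye, and 60.5% here, and the second, 10.9%, matches.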

Other observations

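All gene lists here were fixed beforehand, and no set test among them held with an estimated correlation. Some members, such as *zfh2*, *SK* and *mnd*, are reported as changed by the paper in these libraries and are not independent evidence. Values in parentheses are log2 fold changes against gfp, unless given as fold, with the adjusted p of edgeR. Of 17 heat shock genes 5 were higher in hop (12 adjusted over the list alone), among them *Hsp67Bc*, which encodes a small chaperone (1.20, adjusted p = 0.0122), and 3 were higher in Myc (5 adjusted over the list alone). The camera adjusted p was 1.15e-07 in hop and 2e-04 in Myc. Among Myc libraries the level of the list (mean log2 CPM less its mean over the 9 libraries) was 0.512 in Myc 1, near that of the hop libraries (0.479 to 0.523), against -0.093 and -0.329 in Myc 2 and Myc 3, and the set value in Myc was 0.0276 without Myc 1 and 0.0518 without gfp 1 and Myc 1 together (chosen after seeing the values). The 5 genes became 3 without gfp 1, 2 without gfp 2, 1 without gfp 3, 2 without hop 3, 12 without Myc 1 and 9 without Myc 3, and the 3 became 1 without gfp 1 and 1 without gfp 2. Copies of *Hsp70* are near identical, so their counts are uncertain.

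Of 11 genes of ATF4 and amino acid stress 4 were higher in hop (*Sesn*, *Thor*, *Xrp1* and *mnd*), and 4 in Myc (*JhI-21*, *asparagine-synthetase*, *crc* and *mnd*), with 6 and 5 adjusted over the list alone. *Thor*, which encodes the 4E-BP translation inhibitor, had a log2 fold change of 1.03 in hop (adjusted p = 0.0192), and *asparagine-synthetase* 1.52 in Myc (0.0158). The 4 genes in hop became 0 without gfp 1, 0 without gfp 2, 0 without gfp 3 and 1 without hop 3, and the 4 in Myc became 1 without gfp 1, 2 without gfp 2, 1 without gfp 3 and 2 without Myc 2.

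Of 13 tracheal genes 4 were higher in hop, with 6 adjusted over the list alone. *verm* (log2 fold change 0.96, adjusted p = 0.000108) and *serp* (0.98, 0.000968) encode chitin deacetylases, and *Gasp* (1.00, 0.0061) and *knk* (0.54, 0.0393), whose exons share bases with an antisense RNA, encode proteins of the chitin matrix. The 4 became 2 without gfp 2 and 2 without gfp 3.

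Of 12 hinge genes 3 were higher in hop, *zfh2*, *Dr* (0.61, adjusted p = 0.0179) and *noc* (0.84, 0.0338), and these became 1 without gfp 1, 1 without gfp 2, 1 without gfp 3 and 1 without hop 3. The Dpp pathway genes *brk*, a repressor of Dpp targets (1.73, adjusted p = 0.000189), and *tkv*, a Dpp receptor whose exons share bases with *TpnC25D* (0.86, 0.00526), were higher in hop. The Notch target *dpn*, whose exons share bases with an antisense RNA, was higher in hop (1.19, 0.00526).

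Of 17 calcium and potassium channel genes *SK*, *Irk1* (0.78, adjusted p = 0.00348), whose exons share bases with *cnc*, and *Ca-alpha1D* (2.24-fold, 0.0408) were higher in hop and *olf186-F* (-0.70, 0.0192) was lower. Calls of *Ca-alpha1D* and *olf186-F* ended without gfp 2, gfp 3, hop 1, hop 2 or hop 3, where the adjusted p of those lost lay between 0.0517 and 0.142. Of 15 genes of apoptosis and cell competition *hid*, *rpr* and *Xrp1* were higher in hop, and *Nc*, the initiator caspase Dronc, was lower (-0.98, 0.0463). The 3 became 0 without gfp 2, 0 without gfp 3, 1 without hop 1 and 0 without hop 3, and the call of *Nc* ended without gfp 1 (adjusted p = 0.0736), gfp 2 (0.143), gfp 3 (0.155), hop 1 (0.129), hop 2 (0.0759), hop 3 (0.137) and Myc 3 (0.0528).

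Of 15 adult muscle precursor genes 2 were lower in hop, *stumps*, an adaptor of the FGF receptor (-1.80, adjusted p = 0.00346), and *zfh1*, whose exons share bases with an antisense RNA (-0.90, 0.0241), and the muscle regulator *Mef2* was higher (0.65, 0.0307). Calls of *zfh1* and *Mef2* ended without gfp 1, gfp 2, gfp 3, hop 1 or hop 3, where the adjusted p of those lost lay between 0.0562 and 0.139. The median of this list was -0.37 in hop, without a set call (camera adjusted p = 0.154). In Myc this list was shifted downward (median -0.24, camera adjusted p = 0.0177, adjusted p = 0.498 with an estimated correlation), with *kon*, whose exons share bases with *grnd*, called lower (-0.58, 0.0494) and 5 lower adjusted over the list alone. The set value was 0.135 without gfp 2, 0.081 without Myc 2 and 0.0799 without Myc 3, and the call of *kon* ended without gfp 1 (adjusted p = 0.0784), gfp 2 (0.295), gfp 3 (0.138), hop 2 (0.0822), Myc 2 (0.151) and Myc 3 (0.167). The level of the list was 0.235 in Myc 1, near that of gfp 1 (0.228), against -0.333 and -0.349 in Myc 2 and Myc 3. It was 0.557 in gfp 2 and -0.081 in gfp 3. The hemocyte genes were shifted downward in Myc as well (median -0.29, camera adjusted p = 0.0313, adjusted p = 0.321 with an estimated correlation), and their set value was 0.0502 without gfp 3, 0.105 without Myc 2, 0.0943 without Myc 3 and 0.0647 without a filter on low counts.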
